# The Time Course of Gene Expression during Reactive Gliosis in the Optic Nerve

**DOI:** 10.1371/journal.pone.0067094

**Published:** 2013-06-27

**Authors:** Juan Qu, Tatjana C. Jakobs

## Abstract

Reactive gliosis is a complex process that involves changes in gene expression and morphological remodeling. The mouse optic nerve, where astrocytes, microglia and oligodendrocytes interact with retinal ganglion cell axons and each other, is a particularly suitable model for studying the molecular mechanisms of reactive gliosis. We triggered gliosis at the mouse optic nerve head by retro orbital nerve crush. We followed the expression profiles of 14,000 genes from 1 day to 3 months, as the optic nerve formed a glial scar. The transcriptome showed profound changes. These were greatest shortly after injury; the numbers of differentially regulated genes then dropped, returning nearly to resting levels by 3 months. Different genes were modulated with very different time courses, and functionally distinct groups of genes responded in partially overlapping waves. These correspond roughly to two quick waves of inflammation and cell proliferation, a slow wave of tissue remodeling and debris removal, and a final stationary phase that primarily reflects permanent structural changes in the axons. Responses from astrocytes, microglia and oligodendrocytes were distinctively different, both molecularly and morphologically. Comparisons to other models of brain injury and to glaucoma indicated that the glial responses depended on both the tissue and the injury. Attempts to modulate glial function after axonal injuries should consider different mechanistic targets at different times following the insult.

## Introduction

Damage to central nervous tissue leads to reactive gliosis, often resulting eventually in a glial scar. Originally described as a simply hypertrophy of astrocytes and increased expression of glial fibrillary acidic protein (GFAP), astrocyte reactivity is now known to be a complex process that involves changes in gene expression and morphological changes in astrocyte architecture [1], [2]. More is known about the reactivity of protoplasmic astrocytes than about white matter (fibrous) astrocytes. Protoplasmic astrocytes occupy non-overlapping spatial domains [3]. They lose their domain organization upon some injuries, but maintain it upon others [4], [5]. White matter astrocytes start out with a large degree of spatial overlap and respond to injury in a biphasic manner. In a first phase, they retract processes and reduce spatial coverage, and in a second phase they reextend long processes [6]. These examples show that astrocyte reactivity is not a generic process but depends on the type of injury and the localization of the cells in the brain. On the level of gene expression, it has also been demonstrated that astrocyte reactivity is a heterogeneous process. A comparison between cerebral ischemia and LPS-induced neuroinflammation showed that a subset of differentially regulated genes were identical, but many were unique to the condition studied [7].

To better understand the molecular mechanisms in reactive gliosis, we chose Affymetrix GeneChip analysis of optic nerve head (ONH) tissue after crush injury. In the ONH, astrocytes form the direct neighborhood of the unmyelinated axons, which they ensheath and organize into bundles [8], [9]. In addition to astrocytes and axons, the ONH contains microglia [10] and, in the myelination transition zone, oligodendrocytes. The ONH has been shown to be the initial site of insult to retinal ganglion cell (RGC) axons in glaucoma [11], [12], [13], [14], [15], [16], and gene expression changes in that region have been investigated in models of ocular hypertension [17] and glaucoma [18]. We have extended these studies to a timeline of gene expression changes from 1 day to 3 months after injury. We were interested in whether the morphological recovery of astrocytes we reported previously [6] is accompanied by a return to baseline of the gene expression profile, and whether the affected genes follow a parallel time course. We find that optic nerve crush is followed by a strong and immediate response of genes involved in immune response and inflammation, and genes involved in the regulation of cell proliferation. Other genes have slower time courses. Most of these changes resolve by 3 weeks after crush. Only a small group of genes remained differentially regulated until 3 months after injury. These genes were mostly involved in debris clearance and tissue repair.

## Materials and Methods

### Animals

All animal procedures were approved by the Research Animal Care Committee of the Massachusetts Eye and Ear Infirmary and in accordance with the ARVO Statement for the Use of Animals in Ophthalmic and Vision Research. C57BL/6 mice, hGFAPpr-tomato mice, and D2.hGFAPpr-EGFP mice were used in this study. C57BL/6 mice were purchased from Charles River Laboratories. hGFAPpr-tomato mice were created by crossing the strain B6;129S6-Gt(Rosa)^26Sortm9(CAG-tdTomato)Hze^/J (Jackson Laboratories) with a mouse line that expresses cre recombinase under the control of the human GFAP promoter (generous gift from Dr. David Paul at Harvard Medical School). This results in astrocytes in the brain and the optic nerve expressing red fluorescent protein. D2.hGFAPpr-EGFP mice were created by backcrossing the line hGFAPpr-EGFP [19] that shows expression of GFP in many, but not all, astrocytes into the DBA/2J strain of mice (Jackson Laboratories) which develops glaucoma. Offspring from crosses for at least 6 generations were used.

### Optic Nerve Crush

Optic nerve crush was performed in C57BL/6 mice and GFAPpr-tomato mice. All the mice were female and were 6–8 week old at the time of surgery. Mice were anesthetized by intraperitoneal injection of Ketamine and Xylazine (100 mg/kg and 20 mg/kg body weight). A drop of 0.5% proparacaine was applied to the eye for local anesthesia. A small incision was made in the conjunctiva at the superior pole of the eye. Through this incision, a blunt dissection of the conjunctiva was made with forceps towards the back of the eye to expose the retrobulbar optic nerve (Fig. 1A). Care was taken to avoid any damage to the ocular muscles or to the venous sinuses. The optic nerve was crushed with jeweler’s forceps for 10 seconds at 1 mm behind the globe under direct visual control, avoiding the vascular supply to the eye. After the surgery, bacitracin ointment was applied to avoid infection and the animal recovered on a warming pad. Only the optic nerve of the left eye was crushed, the right eye served as negative control. In case of any complication, the mouse was immediately euthanized and excluded from the study. In order to identify proliferating cells, a group of mice received daily intraperitoneal injections of 5-bromo-2′-deoxyuridine (BrdU, 100 mg/kg body weight, Sigma) for up to 7 days after the crush.

**Figure 1:**
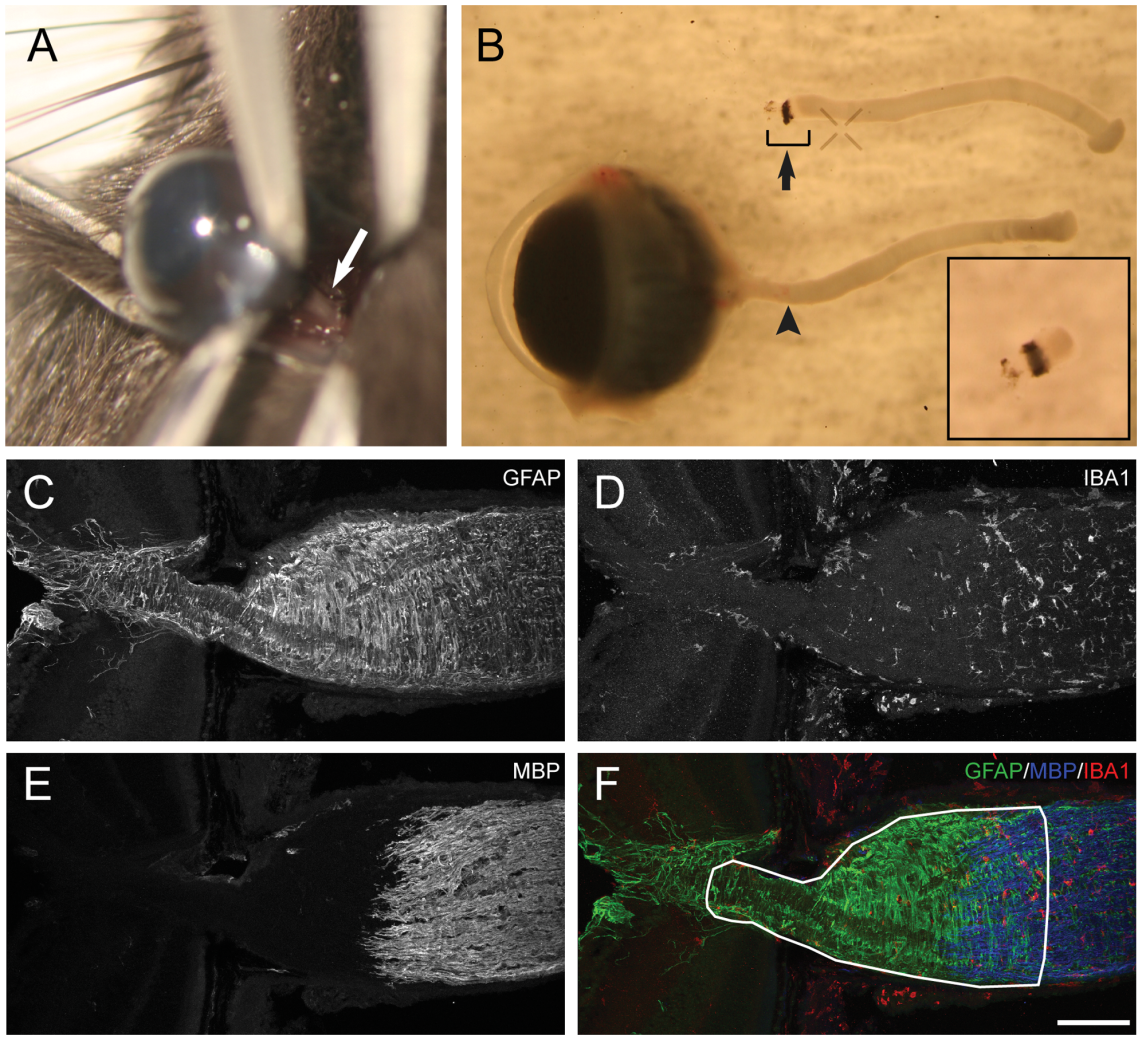
The anatomy of the ONH. A. The optic nerve of the left eye was exposed superiorly by blunt dissection of the conjunctiva, and crushed at about 1 mm behind the globe. The white arrow points at the optic nerve. B. The isolated eye, optic nerve and ONH. The black arrowhead points at the crush site. The bracket and the black arrow indicate the focus of this study – the ONH and the myelination transition zone. A magnified view of this region is shown in the lower right insert. Note the transition from translucent ONH to opaque myelination transition zone. Also note that some of the sclera was left intentionally on this ONH for demonstration purpose, but it was further removed from all the ONHs used in RNA extraction. The upper left insert shows the schematic view of the optic nerve crush. The region circled with the red line is displayed in C–F. C–F. The distribution of the glial cells in the normal ONH. Immunohistochemistry against cell markers for astrocyte (GFAP), microglia (IBA1) and oligodendrocyte (MBP) was performed in longitudinal sections. The retina is on the left side in each image. The white circle in F outlines the tissue used in the gene expression assays. Scale bar, 100 microns.

### Tissue Harvest

Mice were euthanized with carbon dioxide followed by cervical dislocation. The skull and the brain were removed, and the eye together with the optic nerve was carefully dissected out without imposing any mechanical stress or damage to the tissue (Fig. 1B). Further processing depended on the experiments and is described as follows.

### Retinal Cell Counts

The retinas were flat-mounted on a nitrocellulose filter paper (Millipore), fixed with 4% paraformaldehyde in PBS for 1 hour, stained with To-Pro-1 (Invitrogen) 1∶1000 in PBS for 15 minutes, and mounted with Vectashield mounting medium (Vector Laboratories). In fixed tissues To-Pro-1 acts as a universal nuclear stain without preference for any cell type. An Olympus BX51 microscope with an Olympus DP70 camera was used to image the retina. Four mid-periphery regions (each region was 232 microns by 232 microns in size) in the ganglion cell layer were imaged in the four quadrants of the retina. The number of nuclei in each region was manually counted in ImageJ. The mean of the four regions was taken as the cell count of the retina.

### Immunohistochemistry

The cornea was cut off along the limbus and the lens and vitreous were removed. The remaining eye cup with the optic nerve was fixed in 4% paraformaldehyde in PBS for 2 hour, protected with 30% sucrose in PBS at 4°C overnight and embedded in O.C.T. compound (Tissue-Tek). A Leica cryostat was used to section the optic nerve either longitudinally or transversely at 14-micron thickness.

The tissue sections were blocked with 4% normal donkey serum (Jackson ImmunoResearch) and 0.1% Triton X 100 in PBS for 1 hour, incubated with primary antibodies overnight and secondary antibodies for 3 hours in the same blocking solution, and mounted with Vectashield mounting medium. The primary antibodies used in this study were: chicken anti GFAP (1∶1000, Abcam), mouse anti SMI32 (1∶1000, Covance), rabbit anti IBA1 (1∶200, Wako), rabbit anti AQP4 (1∶200, Alomone), rabbit anti TNC (1∶100, Millipore), rat anti MBP (1∶200, Abcam), mouse anti THBS1 (1∶100, NeoMarkers), and mouse anti BrdU (1∶200, Sigma). All the secondary antibodies were donkey antibodies purchased from Jackson ImmunoResearch and were used at 1∶200.

The slides were imaged using a Leica TCS SP5 confocal microscope system (20X glycerol lens N.A. 0.7; 63X glycerol lens N.A. 1.3) and the images were further processed in ImageJ and/or Photoshop. Images presented here were either single focal plane scans or a maximum-intensity projection of a stack of images. Some images were montages of multiple fields of view. The controls and the experimental samples were imaged and processed in exact the same way to ensure the final images were comparable.

### RNA Processing

The ONH including the initial segment of the myelination transition zone was isolated free of sclera and meningeal sheath (Fig. 1B insert), and then immediately preserved in ice-cold RNAlater (Ambion). Due to the extremely small amount of tissue, two ONHs had to be combined to yield enough RNA for downstream microarray and qRT-PCR. Thus the left eyes and the right eyes of two mice were combined respectively to form one pair of experiment and control samples. The total RNA of the ONH was extracted using the RNeasy Plus Micro Kit (Qiagen). The quality and quantity of the total RNA were evaluated using the Agilent 2100 Bioanalyzer and the RNA 6000 Pico Kit (Agilent). To ensure reliable downstream amplification, only the RNA samples that had a RNA integrity number (RIN) greater than 9.0 and total RNA amount of more than 30 ng were further processed for microarray or qRT-PCR. The majority of the RNA samples included in this study had a RIN greater than 9.5. RNA concentrations, yields, and RINs are given in the Table S1.

### Microarray

The RNA samples were amplified, biotinylated, hybridized and imaged at the Microarray Core at Dana-Farber Cancer Institute. The naïve samples and the samples from 1 day to 3 weeks after crush were processed together in one batch, while the samples from 3 months after crush were processed in a second batch under the same conditions. Microarray data analyses were performed independently for these two batches of samples. Biotin labeled cDNA was generated using the Ovation RNA Amplification System V2 (NuGEN) and the Encore Biotin Module (NuGen). The labeled cDNA was hybridized to the GeneChip Mouse Genome 430A 2.0 arrays (Affymetrix) in an Affymetrix hybridization oven 645. An Affymetrix GeneChip Fluidics Station 450 was used for array washing and staining. An Affymetrix GeneChip Scanner 3000 was used for array scanning and generating scan data. The GeneChip Mouse Genome 430A 2.0 array is a single array that contains 22,600 probe sets representing 14,000 well-characterized mouse genes. It is essentially one of the two arrays in the GeneChip Mouse Genome 430 2.0 array that was used in several related studies [7], [18], [20]. The advantage of the 430A 2.0 array is that it includes most of the better-characterized genes on the 430 2.0 array but requires only half the amount of cDNA for hybridization. The scan data (*.cel files) have been deposited in Gene Expression Omnibus (accession number GSE40857).

There were five biological replicates for each condition, and each biological replicate was composed of two ONHs. The probe level analysis of the microarray data was performed using DChip software. The intensity of all the arrays was normalized to the average overall intensity using the “Invariant Set Normalization” method [21]. The expression values were determined in DChip using the “PM/MM difference model” [21].

The comparison of the samples was made in DChip. Our criteria for differentially expressed genes were 1) greater than 2-fold difference (90% lower confidence bound) between the two group means; 2) greater than 100 in absolute difference between the two group means; 3) two-tailed unpaired t-test p-value <0.05 (when compare with naïve samples), or two-tailed paired t-test p-value <0.05 (when compared between the crush samples and the contralateral control samples). In criterion 1, the “90% lower confidence bound” of fold change was a more conservative estimate of the fold change and was used to avoid selection of genes with large SEs relative to their expression values. Criterion 2 was used to filter out genes that had very low expression levels in both conditions in a comparison. The p-value in criterion 3 was only considered as a filtering device rather than the actual significance value due to the “multiple comparisons” issue associated with large microarray data. False discovery rate (FDR) was calculated to estimate the significance.

Hierarchical clustering was performed using DChip. Due to the wide range of the expression levels, each gene was standardized across all the arrays to a mean of 0 and a standard deviation of 1 before clustering. Other high level analyses such as gene function enrichment analysis and pathway finding were performed using DChip, DAVID Bioinformatics Database [22], [23], and Ingenuity Pathway Analysis.

### qRT-PCR

qRT-PCR was performed to validate the results from the microarray. Independent RNA samples were collected as described above and they passed the same quality control as the RNA samples used for microarray. Ten ng of total RNA was reverse-transcribed and linearly amplified using the WT-Ovation RNA Amplification System (NuGen) according to manufacturer’s instructions. Amplified cDNA was diluted 1∶50 and 2 µl of the diluted cDNA was used as template for qPCR. qPCR was performed using an Applied Biosystems StepOnePlus Real-time PCR system and SYBR Green PCR Master Mix (Applied Biosystems) in 10 µl reaction volumes with 200 nM primer concentrations. Parameters for qPCR were: 10 min at 95°C, followed by 40 cycles of 15 sec at 95°C and 1 min at 60°C. Some of the primers used in qPCR were chosen from the validated primers in PrimerBank (http://pga.mgh.harvard.edu/primerbank/), others were designed in Primer3 program (http://frodo.wi.mit.edu/). All primers were designed to span at least one exon-exon junction. Gapdh was used as endogenous control in all the qPCR reactions, because its expression levels were very stable across all samples in our microarray data.

The WT-Ovation RNA Amplification System shares the same amplification methodology as the Ovation RNA Amplification System V2 used for the microarray samples. We had performed independent tests using series dilutions of brain RNA and RNA extracted from different numbers of ONHs as starting materials, and confirmed the fidelity of linear amplification of both abundant and low copy number genes over a wide range (at least four magnitudes). To validate the results of the microarray, 113 genes were tested in qRT-PCR using independent ONH RNA samples from all time points after optic nerve crush. Similar results were observed in more than 90% of the qRT-PCR reactions. This indicated high reliability and reproducibility of the microarray data.

### Single-cell RT-PCR

ONHs from naïve GFAPpr-tomato mice or mice 3 days after optic nerve crush were dissected as described above. The protocol for single-cell RT-PCR from optic nerve astrocytes was an adaptation of a method we used before for retinal neurons [24], [25]. The ONHs were incubated for 20 min in HBSS containing 0.5 mg/ml papain (Worthington). The tissue was centrifuged gently and resuspended in HBSS containing 10% horse serum. Then the tissue was triturated with heat-polished Pasteur pipettes to dissociate it into single cells. Collection of single cells from this dissociate was performed on a Zeiss Axiovert microscope equipped with micromanipulators. Single cells were aspirated with glass micropipettes pulled on a Narishige vertical electrode puller. The single cells were then expelled into sterile PBS with 0.5% BSA for washing. Then the cells were aspirated with a fresh micropipette and transferred into a thin-wall reaction tube containing a mix of 3 pmol of each primer and reaction buffer for reverse transcription and first round PCR. The primer mix contained primers for GFAP (as a control that the selected cell was an astrocyte), myelin basic protein (MBP, as a negative control to rule out contamination by oligodendrocytes), CD45 (as a negative control to rule out contamination by microglia), and tenascin C (TnC). Reverse transcription and first round PCR was done in a single vial reaction with the Access RT-PCR kit (Promega). Parameters for reverse transcription and first round PCR were as follows: The cells were lysed in the buffer/primer mix for 1 min at 65°C, 2U AMV-RT and 2U Tfl polymerase were added, then 45 min at 48°C were allowed for reverse transcription followed by 19 cycles of 1 min at 94°C, 1 min 60°C, and 2 min 68°C. Second round PCR was done separately for every target using 1/60 of the first round reaction, 7.5 pmol of each primer, and 0.25 U AmpliTaq Gold polymerase (Applied Biosystems). After a 32 cycles of amplification the PCR products were analyzed on 2% agarose gels.

### D2.hGFAPpr-EGFP Mice

The level of glaucomatous damage in the D2.hGFAPpr-EGFP mice was graded based on the immunohistochemistry staining of SMI32 in retina flat mounts, and toluidine blue staining of optic nerve sections.

For each eye, the ONH was isolated and kept individually in RNAlater at −20°C. The flat-mounted and fixed retina was blocked with 4% normal donkey serum and 0.1% Triton X 100 in PBS at 4°C overnight, incubated with mouse anti SMI32 antibody (1∶500, Covance) at 4°C for 1 week, donkey anti mouse antibody (1∶200, Jackson ImmunoResearch) at 4°C for 3 days, and mounted with Vectashield mounting medium. The distal optic nerve (2–3 mm from the globe) was fixed in 2.5% gluteraldehyde and 2% formaldehyde in 0.1 M cacodylate buffer with 0.08 M CaCl_2_ at 4°C overnight, then washed in 0.1 M cacodylate buffer. The optic nerve was post-fixed for 1.5 hours in 2% aqueous OsO_4_, dehydrated in graded ethanols, transitioned in propylene oxide, infiltrated with propylene oxide and epon mixtures (Tepon resin, Tousimis, USA), embedded in epon and cured for 24–48 hours at 60°C. One-micron sections were cut in a plane perpendicular to the axis of the nerve on a Leica Ultracut UCT and stained with 1% toluidine blue in 1% borate buffer. Images tiling the whole retina or the whole optic nerve were taken with an Olympus BX51 microscope with an Olympus DP70 camera.

The glaucomatous eyes exhibit sectorial loss of SMI32-IR in flat-mounted retinas [14]. Based on the amount of SMI32-IR loss in the retina, the retinas were graded to have no glaucoma, moderate glaucoma or severe glaucoma [26]. As an independent measure, the amount of axon loss in the optic nerve was also graded to these three levels. Three or four ONHs that had the same grade level in both the retina and the optic nerve were pooled together to form one sample. RNA extraction, quality control, reverse transcription, amplification and qRT-PCR were conducted as described in the above sections.

## Results

### The Glial Composition at the Mouse ONH

The mouse ONH differs from the human ONH in that it does not have a collagen-rich lamina cribrosa. Instead, the astrocytes form a honeycomb-like beamed structure that has been named glial lamina. Astrocytes are the main component of the glial lamina but it also contains microglia and the unmyelinated RGC axons (Figure 1B). The distribution of the astrocytes, the microglia, and the oligodendrocytes in a normal mouse ONH is shown in Figure 1C–F. Thus, even though astrocytes are by far the predominant cell type in the glial lamina, they are not the only type. Our microarray analysis therefore comprises a mixed population of cells. In other systems, it is possible to purify astrocytes by immunopanning [20], [27]. However, one needs relatively large amounts of starting material, such as can be obtained from dissociates of cerebral cortex with large amounts of protoplasmic astrocytes. The amount of starting material in the glial lamina is so limited, that we could not further purify the individual cell types. On the other hand, isolating the cells from the glial lamina has the advantage that the astrocytes in this preparation are already highly enriched and they are free of neuronal cell bodies. The optic nerve was crushed at about 1 mm behind the globe (Fig. 1 A and B), and the ONH including the initial segment of the myelination transition zone was isolated to study the molecular and cellular responses of the glial cells (Fig. 1 B and F).

### The Time Course of Retinal Ganglion Cell Degeneration

The degeneration of the RGCs was investigated both at the axon level and at the soma level. Only the left optic nerve was crushed; the right served as control. There was also a group of naïve control mice that did not have any surgery done on either eye. Mice were sacrificed 1 day, 3 days, 1 week, 3 weeks and 3 months after the crush. The degeneration of the ganglion cell axons in the ONH region was evaluated by immunohistochemistry against non-phosphorylated neurofilament H (SMI32) in longitudinally sectioned optic nerves. As shown in Figure 2A, the swelling of the ganglion cell axons was already apparent at the distal end of the ONH 1 day after crush, but the proximal end appeared normal. The axon swelling spread to the whole ONH by 3 days and some fragmentation could be observed. Judging from the volume of the optic nerve, more than half of the axons were lost at 1 week, and the remaining half appeared swollen and fragmented. By 3 weeks, SMI32 immunoreactivity (SMI32-IR) had mostly disappeared from the ONH region, indicating almost total axon loss.

**Figure 2:**
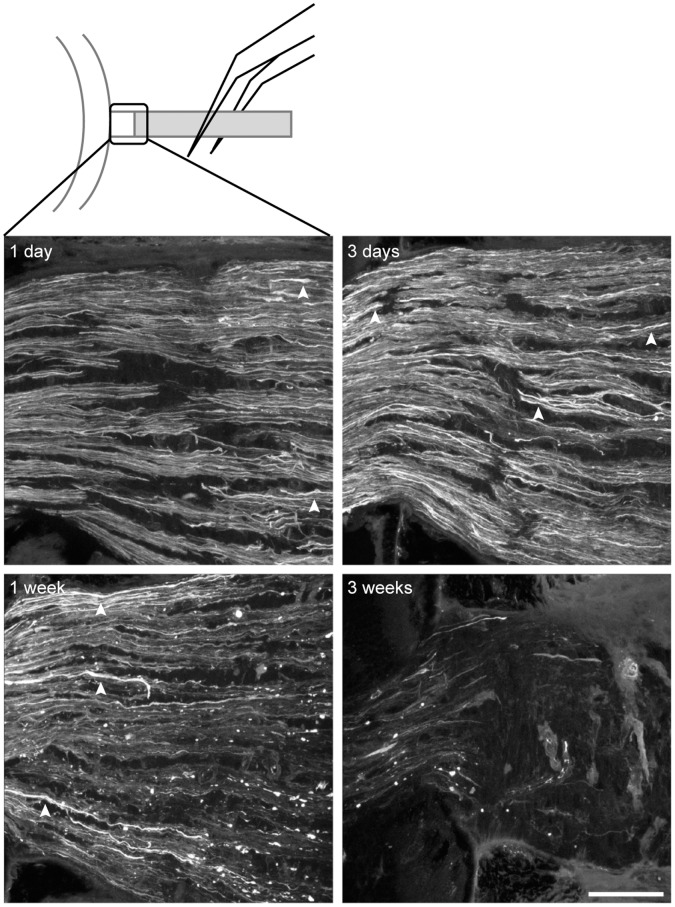
The timeline of retinal ganglion cell axon degeneration after optic nerve crush. The localization of the crush site and the glial lamina, where the microscopic images were taken, are indicated in the cartoon. Ganglion cell axon degeneration at the ONH was evaluated by immunohistochemistry against neurofilament SMI32. The retina is to the left of the image, and the crush site is to the right of the image. The axon swelling (arrowheads) was already visible at the distal end (right edge of the image) of the ONH 1 day after the crush, and spread to the proximal end (left edge of the image) at 3 days. The axon degeneration became severe at 1 week with most of remaining axons appearing swollen and fragmented. By 3 weeks, almost all the axons were lost. Scale bar, 50 microns.

The RGC loss in the retina was estimated by counting the number of To-Pro-1 stained nuclei in the ganglion cell layer, which counts RGCs and displaced amacrine cells in the ganglion cell layer (Fig. 3A). We counted retinas from 10–14 mice for each condition. In the naïve mice, the density of the neurons in the ganglion cell layer in the mid-periphery retina was 7127±201 per square millimeter (Mean ± SE), similar to the previously published data [28]. In the operated eyes, significant drop out of the neurons began within 1 week after injury, reached 40% neuron loss by 3 weeks, and did not decrease thereafter (Fig. 3B). The density of the neurons in the contralateral control eyes did not change throughout the 3 months. Considering that the ganglion cell layer is composed of 40% retinal ganglion cells and 60% displaced amacrine cells [28], and amacrine cells are generally not affected by the optic nerve crush injury, the large majority of the RGCs were gone by 3 weeks.

**Figure 3:**
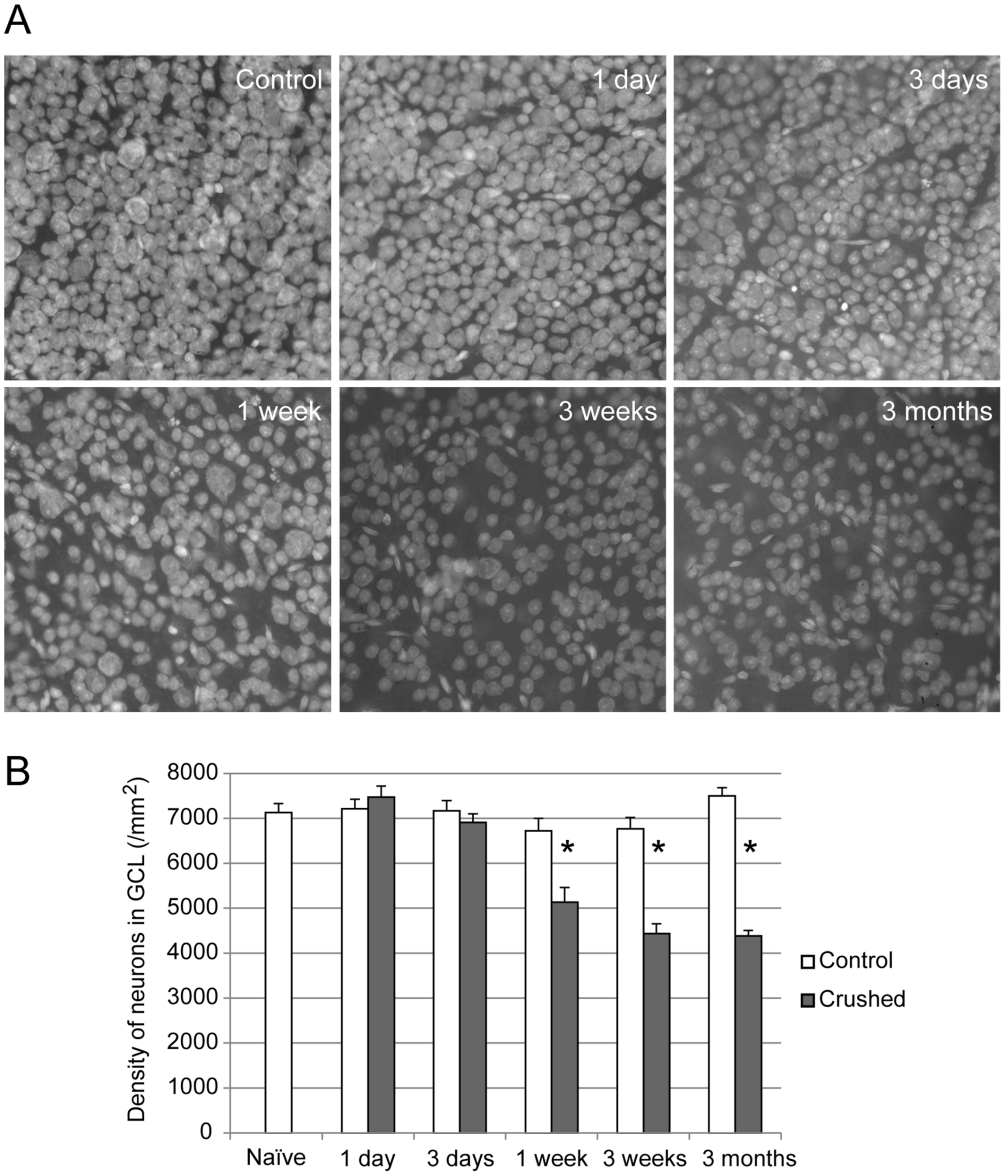
The loss of ganglion cells in the retina. A. Ganglion cell soma degeneration was estimated by counting the neurons in the mid-peripheral retina with the nuclear dye To-Pro1. B. The crushed eyes had a clear reduction 1 week after crush and reached a plateau (about 40% neuron loss in ganglion cell layer) by 3 weeks. The contralateral eyes were not different from the naïve controls at any time point. (* Two-tailed paired t-test p<0.05).

### Gene Expression in the ONH Responded Strongly to the Crush Injury, but Largely Returned to Resting Levels with Time

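Messenger RNA was measured in ONHs of naïve mice and in crushed and contralateral ONHs at 1 day, 3 days, 1 week and 3 weeks after the crush, with 5 biological replicates for each condition. Each replicate pooled 2 ONHs, and the left eyes and right eyes of the same mice formed a pair of crushed and contralateral samples. The authors hybridized all of these samples in one batch, normalized the arrays in DChip with the invariant set method and computed a linear intensity for each probe set with the PM/MM difference model. These intensities were used as deposited, without further normalization between arrays. The median intensity of an array ranged from 459 to 554, and 17514 to 18325 of the 22626 probe sets reached an intensity of 50 on an array. Within a condition the arrays had a median pairwise correlation across probe sets of 0.979 to 0.991. Transcripts of photoreceptors differed widely between arrays of the same condition, and the intensity of Sag, the rod arrestin, ranged from 149.9 to 11431 over the 5 naïve samples. Intensities were set to at least 20 before the log2 step, so that fold changes of dim genes are understated. A probe set was tested with limma when at least 5 crushed or contralateral arrays reached 50, which left 19313, and the pair of samples was a term of the model. A change was called at an adjusted p under 0.05 with at least a 2-fold difference, a log2 fold change of 1. A gene with several probe sets was represented by the brightest one that names a single gene. Fold changes are given as log2 of crushed over contralateral intensity with the standard error of the model (SE, n = 5 pairs), and the number of arrays limits their precision.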

The gene expression profile of the ONH tissue was analyzed using Affymetrix Mouse Genome 430A 2.0 arrays. Table 1 shows the number of differentially expressed gene probe sets out of the 22,600 gene probe sets included in the array. 

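Among the largest rises at 1 day were those of the macrophage lectin Chil3, with a log2 fold change of 6.58 (SE 0.49), and the growth factor Ereg with 6.38 (SE 0.30). Fosl1, a subunit of the transcription factor AP-1, rose by 6.16 (SE 0.25) and the leukocyte protease Adam8 by 6.14 (SE 0.29). The largest falls were those of Clec3b, which encodes tetranectin, with -4.33 (SE 0.31), the astrocyte neurotensin receptor Ntsr2 with -4.30 (SE 0.22) and Lgi1, a secreted protein of synapses, with -4.25 (SE 0.30). Slco1a4, an organic anion transporter of brain endothelium, had -3.74 (SE 0.38). At 1 week the macrophage protein Cd5l with 5.22 (SE 0.38), the lymphocyte receptor Il7r with 4.62 (SE 0.32) and the apolipoprotein Apoc2 with 4.41 (SE 0.29) were among the largest rises. The largest falls at 1 week were those of Sptbn4, a spectrin of the nodes of Ranvier, with -6.22 (SE 0.24) and the heavy neurofilament Nefh with -4.94 (SE 0.31), followed by Agt, angiotensinogen, with -3.81 (SE 0.28). At 3 weeks Apoc4, which lies beside Apoc2 in the genome, had 4.19 (SE 0.31) and the neuronal vesicle protein Nrsn1 -4.43 (SE 0.49). These genes were picked among those called and changed in the same direction in 5 of 5 pairs, so that this agreement is no further evidence. The highest adjusted p among them from limma was 3.9e-06, that of Nrsn1.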

Strong gene expression changes were observed after optic nerve crush. A total of 1383 gene probe sets had greater than 2 fold changes (90% lower confidence bound, two-tailed paired t-test p<0.05) 1 day after crush, and the number decreased with time suggesting recovery. In contrast, only 10 probe sets had greater than 2 fold differences (90% lower confidence bound, two-tailed unpaired t-test p<0.05) between the naïve control eyes and the contralateral control eyes at any time points after injury. Thus, crushing the optic nerve in one eye did not significantly affect the contralateral eye.

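Of 19313 probe sets, 2792 changed at 1 day (1356 up and 1436 down), 1698 at 3 days (1274 up and 424 down), 1880 at 1 week (1199 up and 681 down) and 793 at 3 weeks (455 up and 338 down). Adam8 had 5.85 (SE 0.29) at 3 days, 4.48 (SE 0.29) at 1 week and 2.41 (SE 0.29) at 3 weeks, while Fosl1 had 3.46 (SE 0.25) at 3 days. Serpinb2, an inhibitor of plasminogen activation, rose by 5.70 (SE 0.50) at 1 day and 5.15 (SE 0.50) at 3 days. The fold change itself differed between 3 weeks and 1 day for 2473 probe sets, of which 1314 were higher and 1159 lower at 3 weeks. Of the probe sets that changed, 2051 did so at 1 time, 997 at 2, 730 at 3 and 232 at all 4. At 3 days the share that rose depended on the scaling of the arrays, with 1048 up and 604 down after quantile normalization and 1040 up and 633 down after a shift to a common median. From the fall in the number of probe sets with time, the paper proposes that the tissue recovers.

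**Figure D1:**
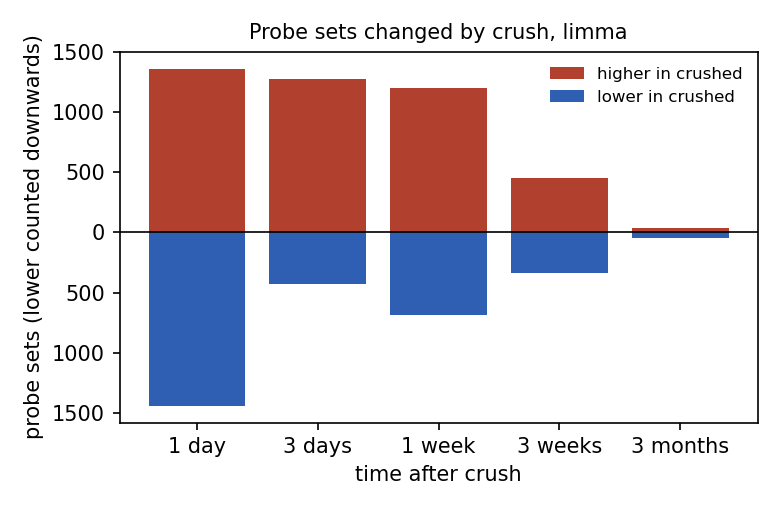
Number of probe sets higher (red, upwards) and lower (blue, downwards) in crushed than in contralateral ONHs at each time after crush, called with limma at an adjusted p under 0.05 and at least 2-fold. The bars are highest at 1 day, with 1356 up and 1436 down, stand higher in all at 1 week than at 3 days, and are lowest at 3 months with 39 up and 48 down, a time measured in a separate batch.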

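By the 3 criteria of the study, 1 probe set differed from naïve ONHs in the contralateral eye at 1 day, 1 at 3 days, 4 at 1 week and 9 at 3 weeks. Plin4, a lipid droplet protein, had an intensity of 201 ± 31.5 (SD, n = 5) at 1 day against 64.7 ± 25.7 in naïve samples, and the acute phase protein Saa3 had 1127 ± 974 at 3 days against 99.2 ± 52.1. The 4 at 1 week were Spon2, Inmt, Rasd2 and Ilkap. At 3 weeks the chemokine Ccl2 had 885 ± 464 against 205 ± 51.6, and the interferon-induced Rsad2 had 315 ± 259 against 42.1 ± 9.24. The axonal genes Sptbn4, Nefh and Rph3a were lower at 3 weeks, with 563 ± 107 against 1966 ± 839 for Sptbn4. Plin4, Saa3, Spon2, Inmt, Rasd2, Ilkap and Rsad2 were chosen after their values were seen. The counts depend on single replicates. The 1 at 1 day became 3 without replicate 1 and 11 without replicate 5, the 1 at 3 days 0 without replicate 1 or 4 and 2 without replicate 5, the 4 at 1 week 7 without replicate 4, and the 9 at 3 weeks 14, 4, 3 and 33 without replicate 1, 2, 4 and 5.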

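Between contralateral and naïve ONHs, limma called 0 of 18669 probe sets at 1 day, 0 at 3 days, 21 at 1 week (11 higher and 10 lower in the contralateral eye) and 129 at 3 weeks (60 higher and 69 lower). At an unadjusted p under 0.05 the counts at 1 day and 3 days were 1268 and 1036. At 3 weeks the synaptic vesicle protein Rph3a had a log2 difference from naïve of -1.83 (SE 0.32), Sptbn4, the spectrin of nodes of Ranvier, -1.66 (SE 0.32) and the neurofilament Nefh -1.56 (SE 0.31). Ccl2, a chemokine of monocytes, was higher at 3 weeks by 1.89 (SE 0.59). Of 37 extracellular matrix genes, 15 were lower than in naïve ONHs at 3 weeks at an adjusted p under 0.05, 2 of them by at least 2-fold, and none was higher (fry, adjusted p = 0.017 for one direction). Of 26 immediate early and stress genes, 6 were lower at 3 weeks, 2 of them by at least 2-fold (fry, adjusted p = 0.017). With camera and an estimated correlation between genes neither list passed (adjusted p = 0.61 for both). Without replicate 4 limma called 2 at 1 day, and without replicate 1 it called 11 at 3 days. The count at 3 weeks was 6 without replicate 4, 25 without replicate 2, 66 without replicate 3 and 249 without replicate 5, and that at 1 week was 9 without replicate 2 and 4 without replicate 3.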

**Table 1:** Number of differentially expressed gene probe sets (greater than 2 fold differences at 90% lower confidence bound, two-tailed t-test p<0.05) at different time points.

Time after crush		1 day	3 days	1 week	3 weeks	3 months
No. of probe sets different between naïve controls and contralateral controls		1	0	4	5	N/A
No. of probe sets different between crushed eyes andcontralateral controls		1383	845	788	240	127
False discovery rate (FDR)	Median	0.0%	0.0%	0.1%	0.0%	0.8%
	90^th^ percentile	3.4%	0.8%	2.7%	2.1%	5.5%

Optic nerve crush changed the expression levels of many genes in the crushed eyes, but did not affect the contralateral eyes.

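At the thresholds of the study, 1455 probe sets differed between crushed and contralateral ONHs at 1 day (793 up and 662 down), 886 at 3 days (747 up and 139 down), 824 at 1 week (583 up and 241 down) and 258 at 3 weeks (163 up and 95 down). Every one of these probe sets was also called with limma. Gpr50, a receptor related to the melatonin receptors, had -3.83 (SE 0.38) on the log2 scale at 1 day, and Nkain4, which binds the sodium pump, -3.61 (SE 0.23). At 1 week Wnt2, a secreted signalling protein, had 4.32 (SE 0.34) and Igfbpl1, a protein that binds insulin-like growth factors, -3.76 (SE 0.35). At 3 weeks the matrix protease Mmp3 had 3.86 (SE 0.50) and the acute phase protein Orm3 -3.00 (SE 0.37).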

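The later time was measured at 3 months after the crush in 5 pairs of crushed and contralateral samples, each pooled from 2 ONHs, on the same kind of array. The authors processed these arrays as a batch of their own under the same conditions and computed the intensities as for the earlier times. The median intensity of an array ranged from 494 to 598, and 18295 to 19341 probe sets reached an intensity of 50. Crushed arrays had a median pairwise correlation across probe sets of 0.967 and contralateral arrays 0.978. The values were floored, filtered and tested with limma as for the earlier times, but in a model of these arrays alone, which tested 18823 probe sets and compared nothing across batches. Photoreceptor transcripts had a mean log2 level of 11.64 in the crushed sample of the fifth pair against 6.57 for the mean of the other crushed samples. In contralateral samples 1 to 5 the levels were 13.02, 11.23, 10.95, 5.83 and 6.35. The members of a pair could thus differ widely in this level, in either direction, but the ranges of the sides overlapped. The standard errors at this time come from 5 pairs only, with no other time to share the estimate of the spread.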

We performed a second microarray study to investigate whether the genes were able to return to the resting level long after the injury. 

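At 3 months Lcn2, lipocalin 2 of reactive astrocytes and neutrophils, had the largest rise with a log2 fold change of 3.51 (SE 0.44). Mgat4c, a glycosyltransferase, rose by 2.45 (SE 0.27), the pantetheinase Vnn1 by 2.34 (SE 0.27) and the lymphocyte integrin Itgb7 by 2.27 (SE 0.28). The largest falls included those of the synaptic vesicle protein Rph3a with -4.92 (SE 0.66) and the kinesin Kif4 with -4.84 (SE 0.70). These genes too were picked among those called and changed in the same direction in 5 of 5 pairs. Their adjusted p from limma ran from 0.038 for Mgat4c to 0.044 for Kif4. The sizes of the falls of Rph3a and Kif4 depend on crushed sample 5. It had intensities of 355.5 and 433.2, against at most 28.75 and 26.84 in the other crushed samples. In total 87 probe sets changed, 39 up and 48 down, and 2649 passed an unadjusted p under 0.05. Of the 87, 66 had also changed at 3 weeks, all in the same direction. Without the pairing of eyes, 302 changed (176 up and 126 down), and by the criteria of the study 135 did (74 up and 61 down). Of these 135, limma called 64 and did not call 71. The count of 87 did not hold when 1 pair was left out, where fewer samples remain. Lost power and dependence on a single pair cannot be told apart here. Limma called 0 probe sets without pair 2, 3 or 4 (1776, 1500 and 2430 at an unadjusted p under 0.05), 5 without pair 1 and 58 without pair 5.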

We found only 127 probe sets that remained differentially expressed between the crushed eyes and the contralateral control eyes 3 months after the crush. Analysis of these genes using the DAVID Bioinformatics Database identified no significantly enriched functional pathways. However, a manual read revealed that many of the down-regulated genes were involved in myelination (myelin basic protein, myelin-associated glycoprotein), axon cytoskeleton (neurofilaments, spectrins), axonal transport (kinesin family), and axon regeneration (growth associated protein 43). This loss of axon-structure genes was consistent with the total loss of axon in the optic nerve observed with SMI32-IR. 

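Several axon transcripts fell in the crushed ONH at 3 months. The nodal spectrin Sptbn4 had a log2 fold change of -6.50 (SE 0.99), the motor protein Kif5a -4.56 (SE 0.62), and the neurofilaments Nefm and Nefl -4.43 (SE 0.44) and -4.32 (SE 0.57). The heavy neurofilament Nefh had -6.43 (SE 1.11) with an adjusted p of 0.064, and Gap43, a protein of growing axons, fell with -1.79 (SE 0.23). The spectrins Sptan1 and Sptbn1, which are also made outside axons, had -0.21 (SE 0.26) and -0.09 (SE 0.07). Of 22 transcripts of axons and ganglion cells, 0 rose, 5 fell and 17 did not pass (0 up and 11 down adjusted over the list alone), with a fry adjusted p of 0.11 for one direction. The fold changes differed between pairs. In the fifth pair the crushed sample kept an intensity of 1816 for Sptbn4 and 4385 for Nefh, against at most 29.25 and 97.0 in the other crushed samples. The same sample was rich in photoreceptor transcripts, a list of 13 genes of which 0 were called by limma at 3 months (0 higher and 0 lower at an unadjusted p under 0.05) and whose median log2 fold change was -1.95. Contralateral samples 1, 2 and 3 were rich in them too, with mean log2 levels of 13.02, 11.23 and 10.95. The photoreceptor level was also used as a covariate, chosen after the data were seen. With it 5 axon genes were called down, the same number as without it, while 15 of 24 named genes of this time lost their call. Of the axon genes called here, none keeps its call in the model without pair 2, 3 or 4. The paper relates this loss of axon transcripts to the loss of axons that it saw with SMI32.

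**Figure D2:**
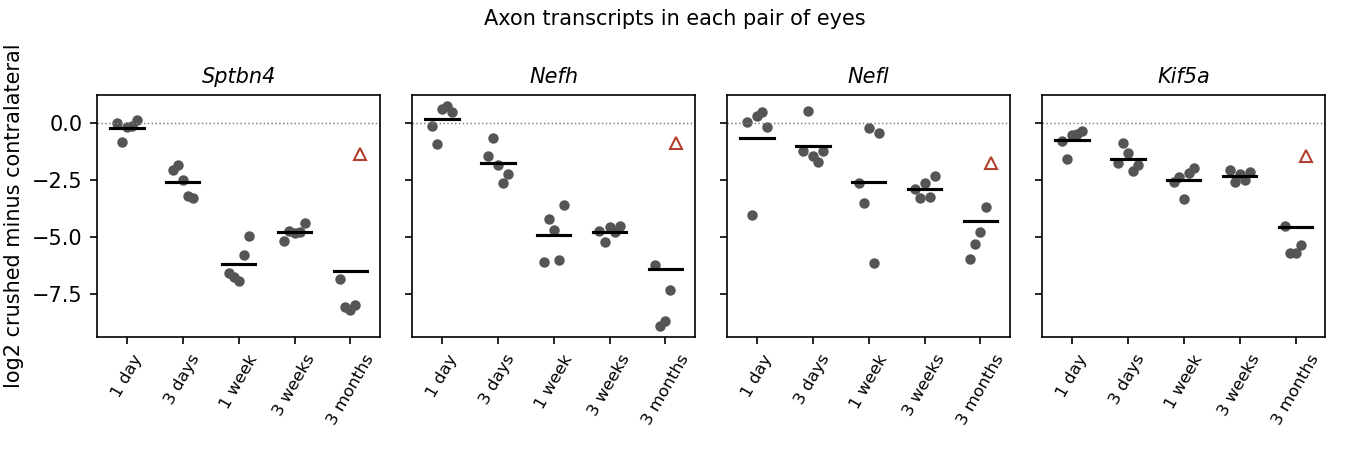
Log2 intensity of crushed minus contralateral ONHs for Sptbn4, Nefh, Nefl and Kif5a at each time after crush, with a dot for each pair, a black bar for the mean and a red triangle for the fifth pair at 3 months. That pair lies closer to 0 than the other 4 pairs of its time in all 4 genes.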

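Fcrls, also named macrophage scavenger receptor 2, rose by 1.91 (SE 0.24) at 3 months, and Bmp5, a bone morphogenetic protein, by 2.80 (SE 0.37). Hgf, hepatocyte growth factor, rose by 1.85 (SE 0.24). Igf1 had a log2 fold change of 1.74 (SE 0.39) with an adjusted p of 0.12, Gdf5, a growth factor of the same family as Bmp5, 1.73 (SE 0.27) with 0.051, and the adhesion molecule Cdh1 1.83 (SE 0.31) with 0.060, so that they did not pass although each was higher in 5 of 5 pairs. None of the 14 cadherins measured was called by limma, with 2 higher and 0 lower at an unadjusted p under 0.05. Of 13 markers of T and NK cells, 1 rose, 0 fell and 12 did not pass (7 up and 0 down adjusted over the list alone), and the one that rose was Cd2, an adhesion molecule of lymphocytes, with 1.69 (SE 0.24). None of 26 microglia and macrophage markers was called by limma, with 13 higher and 0 lower at an unadjusted p under 0.05. Without the pairing of eyes, Igf1, Gdf5 and Cdh1 passed as well, and without pair 2, 3 or 4 none of the genes named here keeps a call. The constant region of T-cell receptor beta and complement component 3 are not analysed here, since no probe set names either gene alone.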

Interestingly, some immune and phagocytic genes (macrophage scavenger receptor 2, T-cell receptor beta, complement component 3), growth factors (insulin-like growth factor 1, growth differentiation factor 5, bone morphogenetic protein 5) and adhesion molecules (cadherins) were up-regulated. This suggested that active repairing of the tissue was still underway at this point to clean up the debris and rebuild the tissue with glial cells.

### Validation of the Microarray Data by qPCR

To validate the microarray results, we tested 113 different genes that were found to be differentially regulated after optic nerve crush in our microarray hybridization data. For this validation experiment, independent optic nerve crushes were performed, mice were sacrificed at various time points same as in the microarray experiment, and RNA was extracted, reverse transcribed, and used in qPCR. All the genes that showed significant up or down regulation (satisfied all the three criterions for differential expression) in the microarray results had the same direction of change in the qPCR, indicating that the microarray expression data were highly reliable. It should be noted that it was common that these genes were only expressed differently at some but not all the time points after nerve crush. At the time points that these genes showed no changes in microarray (did not satisfy all three criterions for differential expression), the qPCR results also had minimal differences. Occasionally (7% of the cases) the qPCR results of the genes with less than 2 fold differences in the microarray projected to a different direction (e.g. a 20% reduction instead of a 20% increase), but since the changes were less than two folds and thus were considered as “no change” in either case, the microarray results were still valid. This further supported our stringent criterions for defining significant changes in microarray analyses, which ensured the high reliability of our interpretation of the data. Based on the high reproducibility of the microarray data and to avoid redundancy, the microarray data were plotted in most of the figures here except where noted otherwise.

### The Time Course of Changes in Glial Molecular Markers

As shown in Figure 1 C–F, the major glial cell types at the ONH and the myelination transition zone were astrocytes, microglia, and oligodendrocytes. They each responded uniquely to the crush injury. The cell marker genes for astrocytes, microglia and oligodendrocytes were selected according to a recent publication [20]. For each gene, the mean of all the naïve controls and the contralateral controls was taken as the baseline expression level. The mean of the five biological replicates for each condition was normalized to this baseline level. The naïve controls and the contralateral controls did not deviate from the baseline for more than 20% at any time points in all three cell types. In contrast, the crushed samples showed great cell type specific responses (Fig. 4).

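The 15 markers of the 3 cell types were compared with their baseline in 5 control conditions, the naïve samples and the contralateral samples at 4 times. Of these 75 values, 71 lay within 20% of the baseline. The other 4 were all microglia markers. Tnf, tumor necrosis factor, stood at 122% and Itgam, the alpha chain of the complement receptor on myeloid cells, at 121% in contralateral samples at 3 days. Aif1, an actin-binding protein of microglia, stood at 79.3% in naïve samples and the lysosomal glycoprotein Cd68 at 73.4% in contralateral samples at 3 weeks.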

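At 1 day 25 of 29 astrocyte markers and 23 of 23 oligodendrocyte markers were lower by limma at an unadjusted p under 0.05. In both lists 0 were higher. Those of microglia and macrophages were split, with 16 higher and 8 lower. Fewer were called, since a call also needs a 2-fold change and an adjusted p under 0.05. Of 29 astrocyte markers, 0 rose, 10 fell and 19 did not pass (the same counts adjusted over the list alone). Gpr37l1, a receptor of astrocytes, had a log2 fold change of -1.81 (SE 0.25) and Aldoc, their aldolase, -1.56 (SE 0.23). Of 23 oligodendrocyte markers, 0 rose, 13 fell and 10 did not pass (the same counts adjusted over the list alone), with -2.77 (SE 0.27) for Fa2h, which makes the hydroxylated lipids of myelin, and -2.43 (SE 0.16) for Aspa, an enzyme that breaks down N-acetylaspartate. Of 27 microglia and macrophage markers, 10 rose, 2 fell and 15 did not pass (the same counts adjusted over the list alone). The macrophage scavenger receptor Msr1 rose by 3.53 (SE 0.29) and the leukocyte integrin Itgb2 by 1.94 (SE 0.22). In contrast, of 10 markers of resting microglia, 0 rose, 6 fell and 4 did not pass (the same counts adjusted over the list alone), among them the receptors Gpr34 with -3.06 (SE 0.22), P2ry12 with -2.47 (SE 0.15) and Cx3cr1 with -2.27 (SE 0.24). Fry gave adjusted p of 1.5e-07 for the astrocyte list, 4.6e-07 for the oligodendrocyte list, 0.0074 for the microglia and macrophage list and 2.7e-09 for the resting microglia list. By camera with an estimated correlation between genes none of these 4 lists passed (adjusted p = 0.22, 0.24, 0.69 and 0.17).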

**Figure 4:**
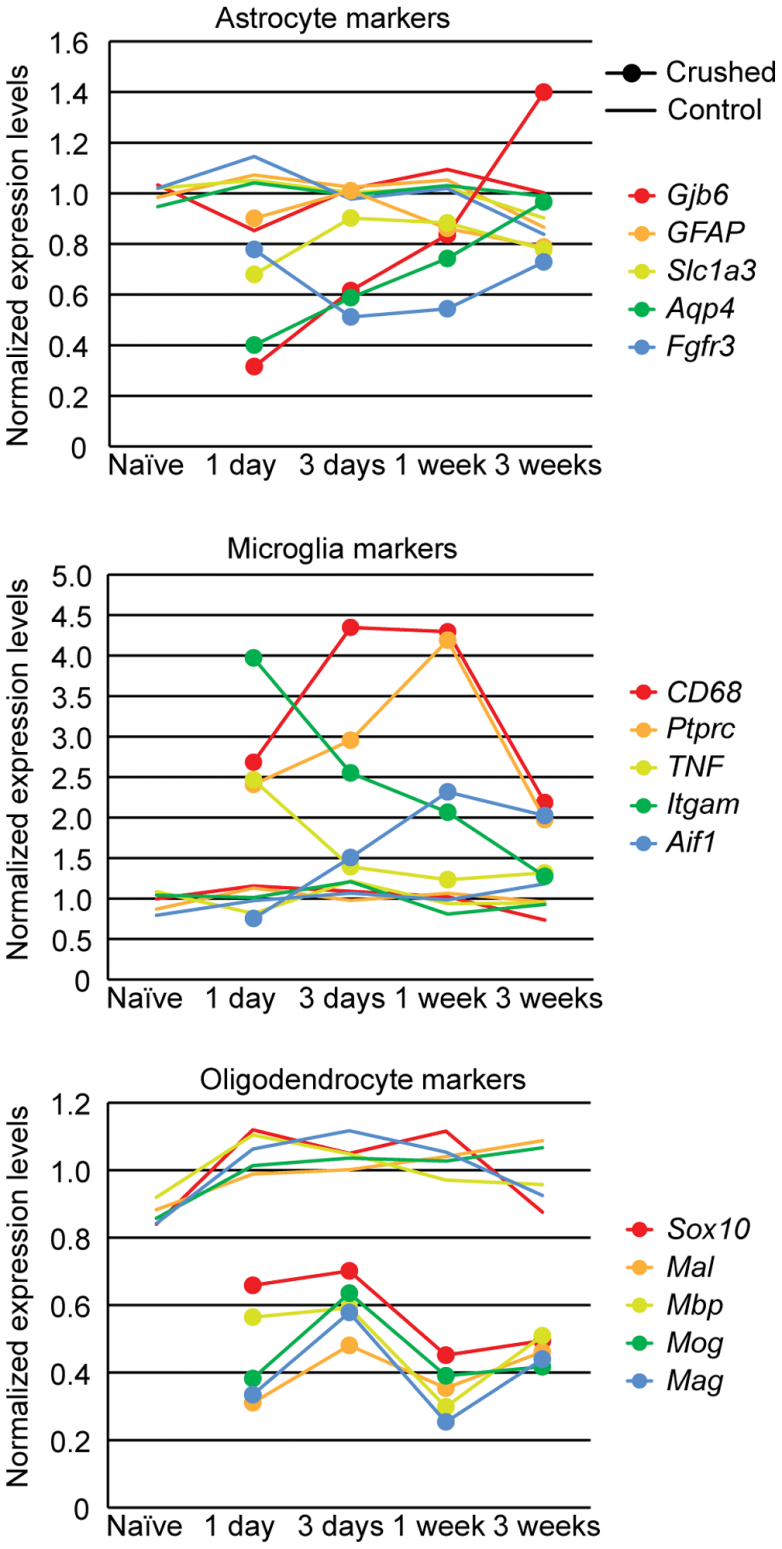
Microarray data of the expression levels of glial marker genes after crush. Overall, there was significant down-regulation in astrocyte markers and up-regulation in microglia markers, but both returned to baseline levels at 3 weeks. The down-regulation in oligodendrocyte markers did not recover. The smooth lines represent the naïve and contralateral control samples and the lines with dot markers represent crushed samples. They were both normalized to the mean of all the naïve controls and the contralateral controls of the same gene.

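By 3 weeks none of 29 astrocyte markers was called by limma (3 higher and 13 lower at an unadjusted p under 0.05), and their median log2 fold change was -0.23, against -0.81 at 1 day. Between 3 weeks and 1 day the median difference of this list was 0.40 (fry, adjusted p = 6.8e-04, and 0.43 by camera with an estimated correlation). Ntsr2, the neurotensin receptor, had reached -4.77 (SE 0.22) at 3 days and -3.38 (SE 0.22) at 1 week. Acsbg1, an acyl-CoA synthetase of astrocytes, fell with -2.50 (SE 0.24) at 1 week. Of 27 microglia and macrophage markers, 5 rose, 0 fell and 22 did not pass (the same counts adjusted over the list alone) at 3 weeks, after 14 up and 0 down at 1 week (14 and 0 adjusted over the list alone), and the difference of this list between 3 weeks and 1 week had a fry adjusted p of 0.094. Limma had 24 of the 27 higher and 0 lower at 3 weeks at an unadjusted p under 0.05. Of 23 oligodendrocyte markers, 0 rose, 8 fell and 15 did not pass (the same counts adjusted over the list alone) at 3 weeks, with 0 higher and 22 lower by limma at an unadjusted p under 0.05. Fa2h still had -2.02 (SE 0.27) and Myrf, the transcription factor of myelin genes, -1.72 (SE 0.31).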

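The astrocyte markers of Fig. 4 were below their contralateral level at 1 day, although only Gjb6 and Aqp4 changed by at least 2-fold. The glutamate transporter Slc1a3 had a log2 fold change of -0.65 (SE 0.09) and the growth factor receptor Fgfr3 -0.57 (SE 0.18) at 1 day. Both were lower in 5 of 5 pairs, with adjusted p of 7.2e-06 and 0.0097. Fgfr3 had -0.94 (SE 0.18) at 3 days and -0.89 (SE 0.18) at 1 week. Relative to the mean of all naïve and contralateral samples, Slc1a3 stood at 0.679 ± 0.120 (SD, n = 5) at 1 day and 0.778 ± 0.0630 at 3 weeks, and Fgfr3 at 0.512 ± 0.0982 at 3 days and 0.729 ± 0.188 at 3 weeks. The study picked these markers, and they are not independent evidence. In the longer list of astrocyte markers, Slc7a10, a serine transporter, had -1.50 (SE 0.22) at 1 day, while Glul, glutamine synthetase, and Mlc1, a membrane protein of astrocyte end feet, which were among the brightest, had -0.27 and -0.56.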

Overall, the astrocyte markers were down-regulated after the crush (Fig. 4, top panel). 

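Gjb6, a connexin of astrocyte gap junctions, had a log2 fold change of -1.49 (SE 0.17) at 1 day, and Aqp4, the water channel of astrocyte end feet, -1.43 (SE 0.12). Both were lower in 5 of 5 pairs, with adjusted p of 3.1e-07 and 9.9e-09. Relative to the mean of the naïve and contralateral samples, Gjb6 stood at 0.315 ± 0.118 (SD, n = 5) at 1 day, 0.616 ± 0.0727 at 3 days, 0.837 ± 0.104 at 1 week and 1.40 ± 0.174 at 3 weeks. Aqp4 stood at 0.401 ± 0.131, 0.588 ± 0.0995, 0.743 ± 0.0723 and 0.966 ± 0.130 at the same times. The crush effect at 3 weeks was higher than at 1 day by 1.97 for Gjb6 and 1.39 for Aqp4 on the log2 scale (adjusted p = 2.8e-06 and 4.9e-06, limma). At 3 weeks Gjb6 had 0.48 (SE 0.17) with an adjusted p of 0.045, higher in 5 of 5 pairs, and Aqp4 -0.04 (SE 0.12).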

Gap junction membrane channel protein beta 6 (*Gjb6*) and aquaporin 4 (*Aqp4*) had 60–70% reductions 1 day after crush, and gradually returned to the baseline levels by 3 weeks. This agreed with our previous observation on the astrocytes’ morphological remodeling after nerve crush – the astrocytes shed membrane channels and lose intercellular connections before they become mobile, and regain the membrane connections as they recover. Interestingly, *Gfap* did not increase its expression level as the astrocytes became reactive at the ONH. *Gfap* is commonly regarded as a reactive astrocyte marker. In the brain, it is expressed at very low level under normal conditions, but increases significantly during astrogliosis. In contrast, *Gfap* is already expressed at a high level in the normal ONH, and it did not further increase in our crush model and in two glaucoma models [17], [18], [29]. 

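Gfap, the main intermediate filament of astrocytes, had a mean intensity of 9948 over all arrays. Its log2 fold change was -0.26 (SE 0.09) at 1 day, -0.03 (SE 0.09) at 3 days, -0.29 (SE 0.09) at 1 week, -0.14 (SE 0.09) at 3 weeks and -0.17 (SE 0.08) at 3 months, and it was called at none of these times. At 1 day and 1 week it was lower in 5 of 5 pairs, with adjusted p of 0.023 and 0.019 and under 2-fold. Some other genes of reactive astrocytes did rise. Of 29 listed, 9 rose, 1 fell and 19 did not pass (the same counts adjusted over the list alone) at 1 day (fry, adjusted p = 1.3e-08, and 0.22 by camera with an estimated correlation). Tgm1, a transglutaminase, rose by 5.66 (SE 0.27) and the cytokine Clcf1 by 4.46 (SE 0.23). Lcn2 rose by 3.61 (SE 0.38) at 1 day and 3.88 (SE 0.38) at 3 weeks. B3gnt5, an enzyme of glycolipid synthesis, rose by 3.02 (SE 0.16) at 1 day. Lcn2 is also made by neutrophils, whose markers rose at the same time.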

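Cd68, a glycoprotein of phagocyte lysosomes, rose by 1.19 (SE 0.16) at 1 day and 2.04 (SE 0.16) at 1 week, and Ptprc, the leukocyte antigen CD45, by 1.08 (SE 0.17) and 1.94 (SE 0.17). Itgam, which codes for CD11b, rose by 1.95 (SE 0.19) at 1 day and 1.33 (SE 0.19) at 1 week, and the cytokine Tnf by 1.60 (SE 0.26) at 1 day. Aif1 was called at 1 week alone, with 1.21 (SE 0.22). All of these rises were seen in 5 of 5 pairs. Of the longer list of 27 microglia and macrophage markers, 10 rose, 0 fell and 17 did not pass (the same counts adjusted over the list alone) at 3 days, when Spi1, the transcription factor PU.1, had 1.80 (SE 0.21). At 1 week 14 rose, 0 fell and 13 did not pass (the same counts adjusted over the list alone), with 2.64 (SE 0.29) for Msr1 and 2.04 (SE 0.22) for Itgb2. Among the brightest listed genes, the cathepsin Ctss had -0.17 at 1 day and lysozyme, Lyz2, had 0.46, and neither passed. The call of Aif1 was lost without replicate 4, which left 0.95.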

All the microglia markers were up-regulated after crush (Fig. 4, middle panel). 

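The fold change of Tnf was lower at 3 days than at 1 day by a tested difference of -1.46 on the log2 scale (adjusted p = 0.011), and Itgam by -0.87 (adjusted p = 0.034). At 3 days Tnf had 0.14 (SE 0.26) and Itgam 1.08 (SE 0.19). In contrast, the fold change of Cd68 was higher at 3 days than at 1 day by 0.82 (adjusted p = 0.022) and that of Aif1 was higher at 1 week than at 1 day by 1.59 (adjusted p = 6.5e-04). Aif1 had -0.38 (SE 0.22) at 1 day and 0.51 (SE 0.22) at 3 days. Relative to the mean of the naïve and contralateral samples, Tnf stood at 2.46 ± 0.205 (SD, n = 5) and Itgam at 3.97 ± 1.12 at 1 day, while Cd68 stood at 4.35 ± 0.561 at 3 days and Aif1 at 2.32 ± 0.660 at 1 week. With quantile normalization or a shift of the arrays to a common median, the rise of Itgam at 3 days was under 2-fold.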

Tumor necrosis factor (*Tnf*) and integrin alpha M (*Itgam*) peaked the first day after crush, while allograft inflammatory factor 1 (*Aif1*, also known as *Iba1*) and CD68 antigen (also known as *ED1*) did not reach the peak until later. 

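At 3 weeks Cd68 was still 1.57 (SE 0.16) above the contralateral side on the log2 scale, in 5 of 5 pairs (adjusted p = 2.0e-06), and stood at 2.19 ± 0.464 (SD, n = 5) relative to the mean of the naïve and contralateral samples. Ptprc had 1.01 (SE 0.17) with an adjusted p of 2.4e-04 and stood at 1.97 ± 0.557. Aif1 had 0.76 (SE 0.22), under 2-fold, with an adjusted p of 0.017. Tnf had 0.56 (SE 0.26) and Itgam 0.42 (SE 0.19), and neither passed the test. The crush effect of Cd68 at 3 weeks and at 1 week differed by -0.47 (adjusted p = 0.19) and that of Ptprc by -0.93 (adjusted p = 0.013). The call of Ptprc was lost without replicate 2 and without replicate 5, which left 0.85 and 0.98, and with either other scaling of the arrays.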

By 3 weeks, they all fell back to close to resting levels. The oligodendrocyte markers such as myelin basic protein (*Mbp*) and myelin oligodendrocyte glycoprotein (*Mog*) reduced their expression levels in synchrony (Fig. 4, bottom panel). They remained down-regulated for 3 weeks and did not return to the resting levels as the astrocyte markers and microglia markers did. 

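Mog, a glycoprotein of the myelin surface, fell with -1.72 (SE 0.24) on the log2 scale at 1 day and had -0.71 (SE 0.24) at 3 days and -1.48 (SE 0.24) at 1 week. Mag, the myelin-associated glycoprotein, followed the same course with -2.20 (SE 0.30), -0.95 (SE 0.30) and -2.10 (SE 0.30). The transcription factor Sox10 had -0.86 (SE 0.18) at 1 day and fell with -1.25 (SE 0.18) at 1 week. Mal, a lipid raft protein of myelin, had -0.87 (SE 0.11) at 1 week. The brightest probe set of Mbp, myelin basic protein, had -0.28 (SE 0.08), -0.20 (SE 0.08) and -0.43 (SE 0.08) at the same times, under 2-fold. It was lower in 5 of 5 pairs at 1 day and 1 week (adjusted p = 0.0039 and 1.1e-04). Another Mbp probe set, with a mean intensity of 4151, had -1.01 at 1 day and -1.83 at 1 week and was called at both. A dimmer one, with a mean intensity of 439, was called down with -2.44 at 1 day, -1.70 at 3 days, -1.26 at 1 week and -1.35 at 3 weeks, and met the criteria of the study at 1 day and 3 days. In contrast, one with a mean intensity of 536 was called up with 1.26 at 1 week. Of 23 oligodendrocyte markers, 0 rose, 12 fell and 11 did not pass (the same counts adjusted over the list alone) at 1 week (fry, adjusted p = 2.5e-06, and 0.16 by camera with an estimated correlation). The connexin Gjb1 fell with -1.97 (SE 0.26). Limma had 0 higher and 22 lower at an unadjusted p under 0.05. The RNA yield of crushed ONHs at 1 week was 2.60 times the contralateral one, and the fold changes do not take this into account.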

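At 3 weeks Mog was -1.45 (SE 0.24) and Mag -1.23 (SE 0.30) relative to the contralateral side on the log2 scale, each lower in 5 of 5 pairs (adjusted p = 1.8e-04 and 0.0052). Sox10 had -0.92 (SE 0.18) and Mal -0.82 (SE 0.11), both at an adjusted p under 0.05 and under 2-fold. Relative to the mean of the naïve and contralateral samples, Mog stood at 0.383 ± 0.283 (SD, n = 5) at 1 day and 0.417 ± 0.175 at 3 weeks, Mag at 0.335 ± 0.306 and 0.440 ± 0.247, and Mbp at 0.857 ± 0.0596 and 0.779 ± 0.0796. The brightest probe set of Mbp had a log2 fold change of -0.27 (SE 0.08). Gal3st1, which makes the sulfatide of myelin, fell with -1.67 (SE 0.23) at 3 weeks. For the whole list of oligodendrocyte markers the median difference between 3 weeks and 1 day was 0.27 (fry, adjusted p = 0.16), and between 3 weeks and 1 week it was 0.25 (adjusted p = 0.47).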

At 3 months, all the astrocyte markers and microglia markers were at baseline levels, but the oligodendrocyte markers were still down-regulated (data not shown).

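At 3 months Mag had a log2 fold change of -1.76 (SE 0.23) and Mobp, another protein of myelin, -2.33 (SE 0.21). Both were lower in 5 of 5 pairs, with adjusted p of 0.039 and 0.020. Mog had -1.27 (SE 0.20) with an adjusted p of 0.055 and Sox10 -0.38 (SE 0.23), and neither passed. Mal had -0.46 (SE 0.06) and the brightest probe set of Mbp -0.51 (SE 0.06), at adjusted p under 0.05 but under 2-fold. The Mbp probe set called down at 1 day and 1 week with a mean intensity of 4151 was called here too, with -1.98, and the one of 439 was not (-0.34). Of 23 oligodendrocyte markers, 0 rose, 3 fell and 20 did not pass (0 up and 6 down adjusted over the list alone), with an adjusted p of 0.050 by fry and 0.45 by camera with an estimated correlation. Limma had 0 of the 23 higher and 19 lower at an unadjusted p under 0.05. None of 29 astrocyte markers was called by limma (3 higher and 6 lower at an unadjusted p under 0.05), with 0.59 (SE 0.16) for Gjb6 and 0.24 (SE 0.08) for Aqp4. Cd68 had 0.73 (SE 0.19), Ptprc 0.50 (SE 0.27) and Aif1 0.62 (SE 0.17), and none of these passed. Without pair 2, 3 or 4 no gene at this time keeps its call.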

### The Time Course of Glial Morphological Remodeling

The optic nerve was stained with antibodies against astrocyte, microglia and oligodendrocyte markers (GFAP, IBA1 and MBP, respectively) (Fig. 5). GFAP-IR showed clear reduction at the crush site 1 day after the crush, indicating degeneration of astrocytes due to direct mechanical insult. A GFAP-free zone had formed as a result of degeneration three days after crush. This zone was about 0.5–0.8 mm in length and it spread to both the proximal and distal sides of the crush site, similar to what was observed in earlier studies [30]. By 1 week, astrocytes began to migrate back into the GFAP-free zone from both ends. The gap was partially filled by 3 weeks, and completely filled by 3 months, indicating that a mature glial scar had formed. At the ONH, 1 mm proximal to the crush site, the GFAP-IR intensified after the crush, indicating astrocyte hypertrophy. Since the mRNA level of *Gfap* did not change at the ONH, this increase in protein level was most likely mediated by post-transcriptional mechanisms.

**Figure 5:**
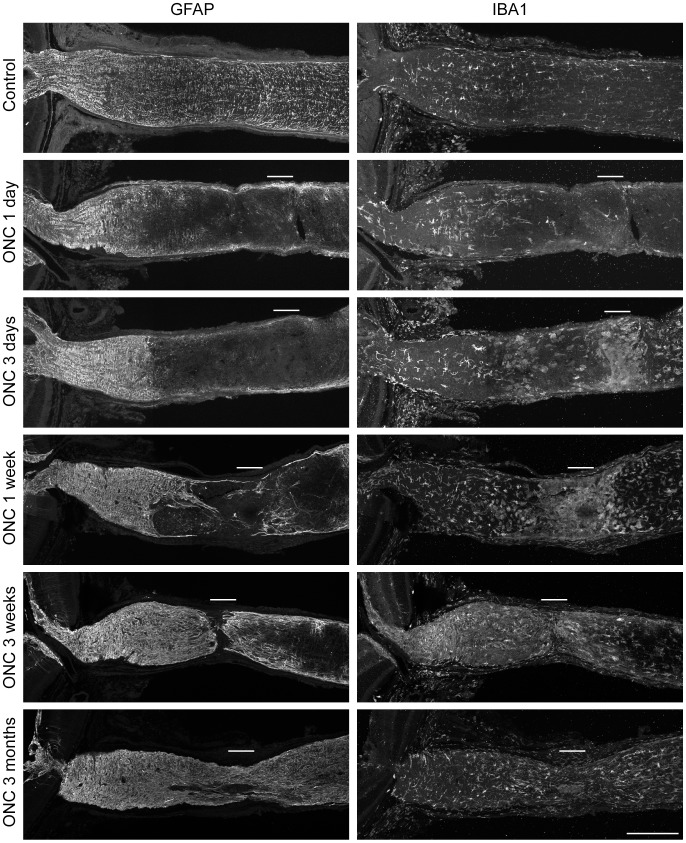
The morphology of astrocytes and microglia after crush. The localization of the crush sites is indicated with white bars. Astrocyte at the crush site degenerated and formed a GFAP-IR free zone within a few days. Astrocytes from both the proximal and distal sides of the optic nerve then migrated into this zone and rebuilt the architecture. The GFAP-IR at the ONH intensified after crush, indicating reactive astrogliosis. There were high density of IBA1-IR positive microglia cells/macrophages at the crush site. They were strongly activated and had retracted processes and enlarged cell bodies. This reactive morphology resolved with time. The microglia located further away from the crush site, both distally and proximally, including the ONH, retained stratified morphology. Scale bar, 200 microns.

IBA1-positive cells, which can represent either microglia or macrophages, responded very differently from the astrocytes (Fig. 5). There were a great number of IBA1-IR positive microglia/macrophages at the crush site 3 days to 1 week after injury. They had typical reactive morphology, including retracted processes and enlarged cell bodies. Microglia/macrophages that were located further away from the crush site, such as at the ONH and at the distal end of the optic nerve, did not show hypertrophy or reactive morphology. Their processes remained elongated and stratified. However, since the microglia/macrophages at the ONH had strong reactive molecular profile (Fig. 4), they were still likely undergoing gliosis. The reactive morphology at the crush site gradually resolved and the microglial/macrophage cells returned to close to the normal appearance by 3 months.

Based on the MBP-IR, the degeneration of oligodendrocytes began at the crush site just 1 day after crush and it spread both distally and proximally as time went by. It never returned to the resting level. (Data not shown).

### Genes and Pathways Responded to the Injury with Different Time-dependent Patterns

Many genes were differentially expressed at multiple time points. 

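In the combined data 4010 probe sets changed at 1 or more of the 4 times from 1 day to 3 weeks by limma, and 2165 by the criteria of the study. Genes that changed at all 4 times include Il1rn, the antagonist of interleukin-1, with log2 fold changes of 5.61 (SE 0.28), 4.63 (SE 0.28), 3.45 (SE 0.28) and 1.66 (SE 0.28), and Hmox1, heme oxygenase 1, with 2.52 (SE 0.20), 3.45 (SE 0.20), 2.32 (SE 0.20) and 1.19 (SE 0.20). Timp1, an inhibitor of matrix proteases, stayed up to 3 weeks as well, with 1.25 (SE 0.12) at that time. Slc2a5, a fructose transporter of microglia, was down at all 4 times, with -2.95 (SE 0.19), -2.70 (SE 0.19), -2.48 (SE 0.19) and -2.30 (SE 0.19). Each of these changes was seen in 5 of 5 pairs. Among the probe sets that changed, 85 were up at one time and down at another. With an adjusted p under 0.05 and no minimum fold, the total would be 14469.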

When the data from 1 day to 3 weeks were consolidated, there were a total of 2056 unique probe sets that had greater than 2-fold differences at any time point from 1 day to 3 weeks. These probe sets were used to cluster the samples and to generate the heatmap shown in Figure 6. The high similarity among the 5 biological replicates under each condition assured the reliability of the data. 

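The arrays of one condition had a median pairwise correlation of 0.77 over the 2165 standardized probe sets, with a range of 0.35 to 0.92, and crushed arrays of different times one of 0.19. Crushed and control arrays had a median correlation of -0.51. Ccnb2, a cyclin of mitosis, had an intensity of 1998 ± 160 (SD, n = 5) in crushed samples at 3 days against 68.4 ± 18.0 in contralateral ones. Retinal transcripts varied more, and the mean log2 level of the photoreceptor genes ranged from 5.17 to 12.34 over the naïve arrays and those from 1 day to 3 weeks.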

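When the 45 arrays were clustered over the 2165 probe sets, with the intensities of each probe set standardized and average linkage on correlation, the 25 naïve and contralateral arrays formed one group. None of the 5 control conditions formed a group of its own, and control arrays of different conditions had a median correlation of 0.62. The protease inhibitor Timp1 had an intensity of 1508 ± 255 (SD, n = 5) in naïve and 1682 ± 142 in contralateral samples at 1 day, against 11318 ± 349 in crushed ones. Centroid linkage gave the same groups. With all 19313 probe sets that were tested, the first split parted 10 arrays from the other 35 and did not part crushed from control arrays.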

All the 5 naïve control samples and the 20 contralateral control samples shared similar profiles and fell in one cluster group, indicating that there was no difference among the controls at different time points. In contrast, the crushed samples at each time point clustered as distinct subgroups before combining into one big group that was clearly divided from the control group.

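Over the same 2165 probe sets, which were chosen for a change between crushed and control arrays, the 20 crushed arrays formed one group, and within it the 5 arrays of each of the 4 times formed a group of their own. The fold change of Chil3 was lower at 1 week than at 1 day by a tested difference of -2.76 on the log2 scale (adjusted p = 0.0043, limma), and that of Bub1, a kinase of the mitotic checkpoint, was higher at 3 days than at 1 day by 3.03 (adjusted p = 1.0e-04). With centroid linkage the groups were the same. With all probe sets that were tested the 4 crush times each kept their own group, but the crushed arrays no longer formed one group.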

**Figure 6:**
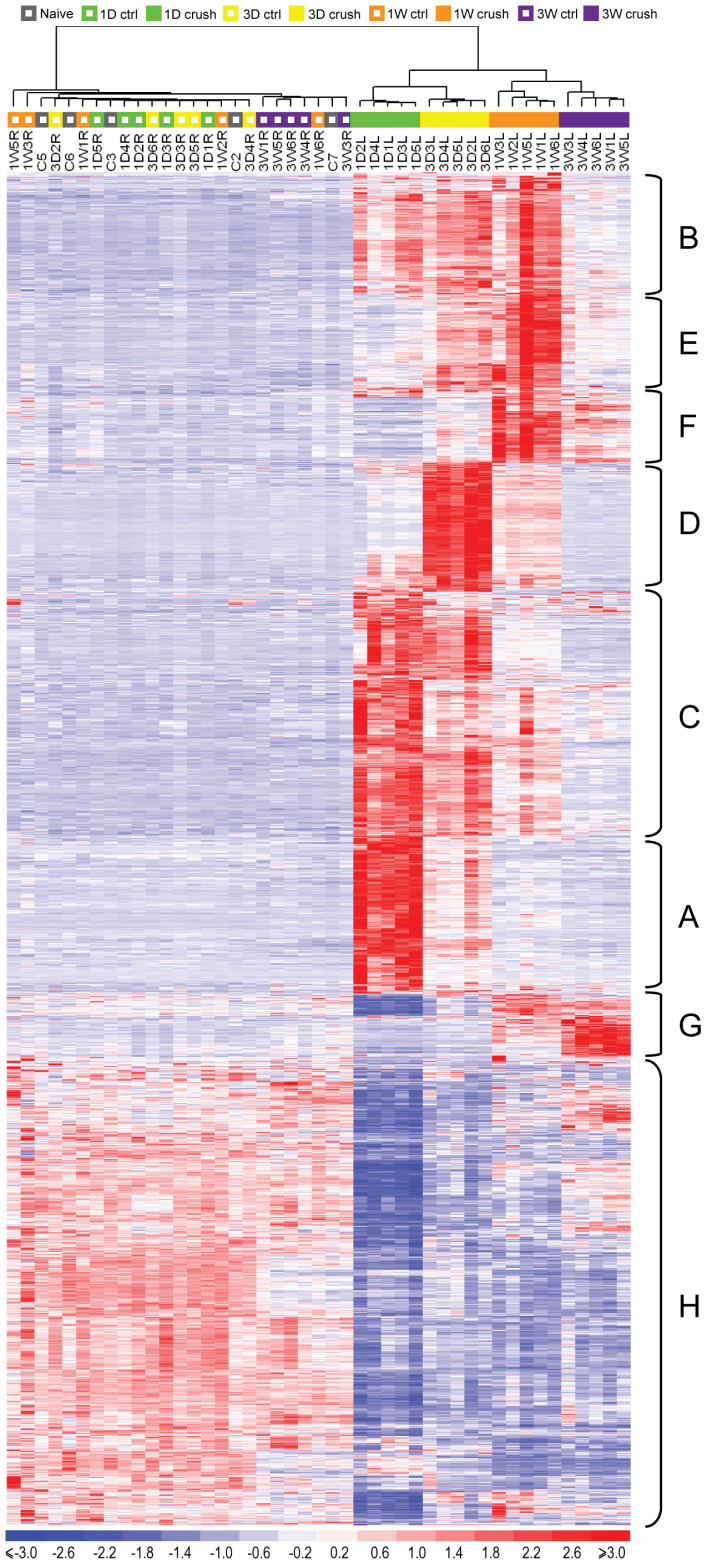
Clustering analysis of the samples and the genes based on the 2056 probe sets that were differentially expressed after crush. Each column is one array sample. Each row is one probe set that had been normalized to have mean 0 and standard deviation 1. The crushed samples (filled squares above the heatmap) from each time point formed unique subgroups before merging into one big cluster, which was distinctly different from the cluster of the naïve and the contralateral controls (open squares). The genes changed expression levels in a time dependent manner. They were divided into 8 major groups (A–H) based on their expression patterns. The pathways that were enriched in each group were listed in Table 2.

These genes clearly had different time-dependent expression patterns. 

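Myc, an early response transcription factor, rose by 3.44 (SE 0.25) on the log2 scale at 1 day and had 1.99 (SE 0.25) at 1 week. Cd28, a costimulatory receptor of T cells, had -0.10 (SE 0.37) at 1 day and rose by 4.93 (SE 0.37) at 1 week. Mmp12, the elastase of macrophages, rose by 3.06 (SE 0.39) at 3 days, 3.87 (SE 0.39) at 1 week and 3.51 (SE 0.39) at 3 weeks. The fold change was higher at 1 week than at 1 day by 5.03 for Cd28 (adjusted p = 8.7e-07) and lower by a difference of -1.45 for Myc (adjusted p = 0.0036). Between 3 days and 1 day the fold change differed for 952 probe sets, 753 higher and 199 lower at 3 days, between 1 week and 3 days for 602 (208 higher and 394 lower at 1 week) and between 3 weeks and 1 week for 869 (271 higher and 598 lower at 3 weeks). The 602 became 230 without replicate 1 and 349 without replicate 3, and the 869 became 566 without replicate 1. All of these came from limma at an adjusted p under 0.05 and a difference of at least 2-fold.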

Some genes were up-regulated immediately after crush and remained up-regulated for at least 1 week, while other genes did not respond until 1 week after the crush. Based on the temporal changes in expression pattern, these genes were clustered and divided into 8 major groups (Groups A–H in Fig. 6). To find out whether genes in the same group share similar biological functions, Functional Annotation Analysis was performed on the genes from each group using the DAVID Bioinformatics Database. The significantly enriched KEGG pathways and their p-values were listed in Table 2. The fold changes of selected genes in these pathways were shown in Figure 7.

**Figure 7:**
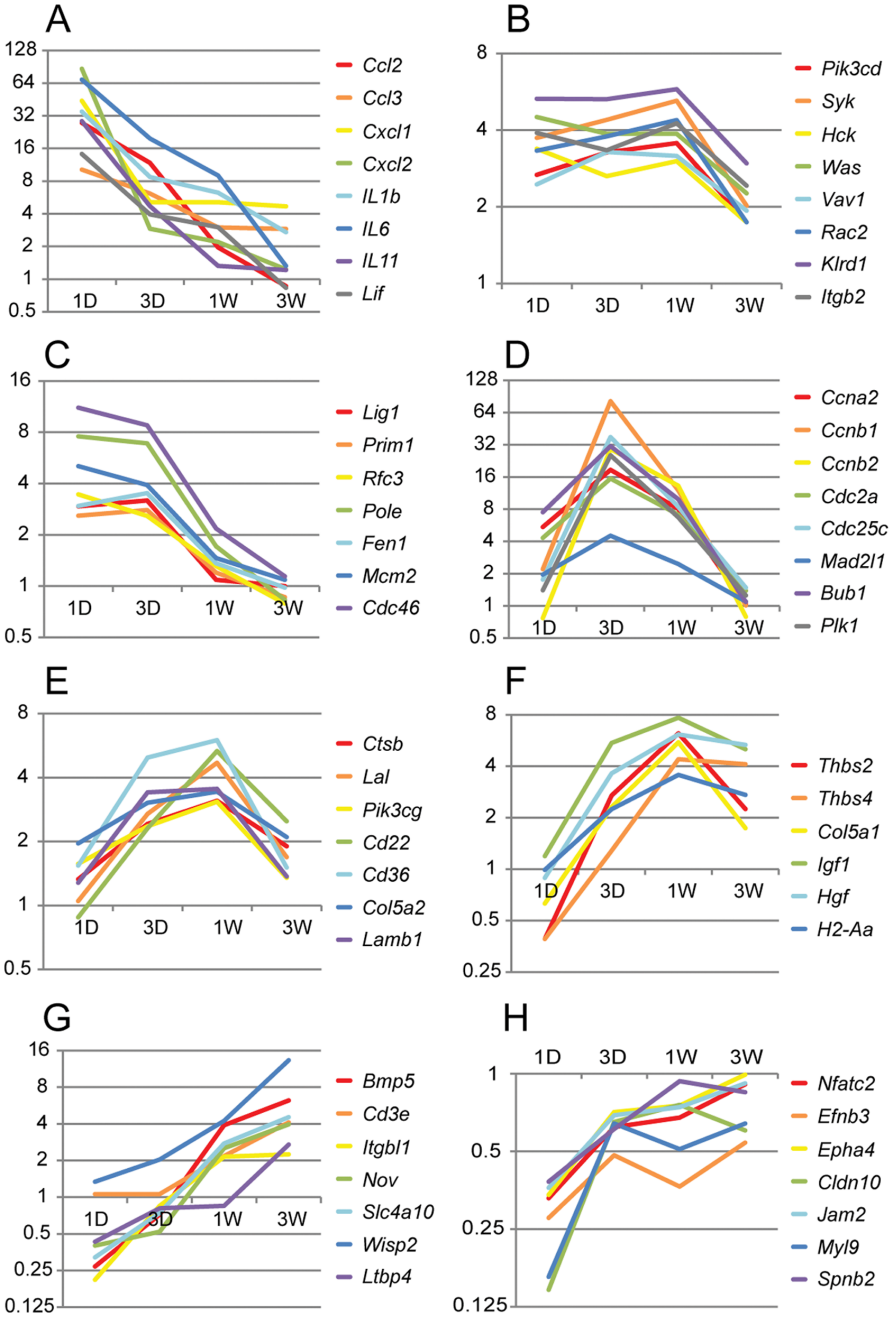
Microarray data of the expression levels of selected genes in the enriched pathways. Panels A–H corresponded to Groups A–H in Figure 5 and Table 2. The x-axes were time points after crush −1 day (1D), 3 days (3D), 1 week (1W), 3 weeks (3W), and the y-axes were mean fold changes between the crushed samples and the contralateral controls.

**Table 2:** List of pathways that responded in different patterns after crush.

Group	KEGG Pathway	P-Value
**A**	Cytokine-cytokine receptor interaction	1.20E-11
	NOD-like receptor signaling pathway	6.70E-07
	Chemokine signaling pathway	1.40E-05
	Cytosolic DNA-sensing pathway	2.90E-04
	Toll-like receptor signaling pathway	8.00E-03
	Hematopoietic cell lineage	2.10E-02
	Jak-STAT signaling pathway	3.80E-02
**B**	Natural killer cell mediated cytotoxicity	5.40E-06
	Fc gamma R-mediated phagocytosis	6.60E-06
	B cell receptor signaling pathway	8.50E-05
	Fc epsilon RI signaling pathway	1.00E-03
	Leukocyte transendothelial migration	1.40E-03
	Chemokine signaling pathway	4.00E-03
	Toll-like receptor signaling pathway	1.30E-02
	Primary immunodeficiency	1.60E-02
	Apoptosis	3.10E-02
**C**	DNA replication	6.80E-14
	Cell cycle	1.90E-05
	Mismatch repair	3.30E-03
	Nucleotide excision repair	6.10E-03
	Base excision repair	9.00E-03
	Pyrimidine metabolism	1.30E-02
	Chemokine signaling pathway	1.90E-02
	Purine metabolism	3.70E-02
	Cytokine-cytokine receptor interaction	5.00E-02
**D**	Cell cycle	2.60E-10
	Oocyte meiosis	1.40E-08
	Progesterone-mediated oocyte maturation	3.50E-07
	p53 signaling pathway	3.10E-05
**E**	Lysosome	7.10E-04
	Hematopoietic cell lineage	9.50E-03
	B cell receptor signaling pathway	3.40E-02
	ECM-receptor interaction	3.90E-02
**F**	Focal adhesion	2.00E-04
	ECM-receptor interaction	4.30E-04
	Antigen processing and presentation	4.30E-02
**G**	None	
**H**	Drug metabolism	2.80E-03
	Steroid biosynthesis	6.40E-03
	Axon guidance	1.30E-02
	Tight junction	3.90E-02

Functional annotation analysis was performed using genes in each of the eight groups (A–H) in Figure 5. The most enriched KEGG pathways and their enrichment p-values are listed here. Many of these pathways were involved in the inflammation and immune response, and cell proliferation.

Group A and Group B were dominated by the immune and inflammation related pathways. 

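Of 9 neutrophil markers, 8 rose, 0 fell and 1 did not pass (the same counts adjusted over the list alone) at 1 day, and the calcium-binding proteins S100a9 and S100a8 had log2 fold changes of 5.37 (SE 0.55) and 5.11 (SE 0.35). Of 33 chemokines and acute cytokines, 23 rose, 2 fell and 8 did not pass (the same counts adjusted over the list alone) at 1 day. Of 25 genes of Fc receptor and leukocyte signalling, 14 rose, 0 fell and 11 did not pass at 1 day and 23, 0 and 2 at 1 week, with the same counts adjusted over the list alone, when Cybb, the NADPH oxidase subunit of phagocytes, had 3.04 (SE 0.23). Of 25 interferon-stimulated genes, 5 rose, 0 fell and 20 did not pass (3 up and 0 down adjusted over the list alone) at 1 day, led by the nucleic acid sensor Zbp1 with 2.47 (SE 0.46). Of 14 T and NK cell markers, limma called 2 up and 0 down (2 and 0 adjusted over the list alone) at 1 day and 6 up and 0 down (6 and 0 adjusted over the list alone) at 1 week. Of 7 genes of MHC class II, 5 rose, 0 fell and 2 did not pass (the same counts adjusted over the list alone) at 1 week, among them the class II activator Ciita with 1.83 (SE 0.21). Fry adjusted p for one direction were 2.9e-10 for neutrophil markers and 7.7e-09 for chemokines at 1 day, and 6.4e-07 for Fc receptor signalling and 1.2e-05 for MHC class II at 1 week. None of these 4 lists passed by camera with an estimated correlation between genes (adjusted p = 0.10, 0.22, 0.16 and 0.19).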

The differences were that genes in Group A were mostly involved in the innate immune system and showed more acute responses. They strongly increased in expression levels immediately after the crush, but the magnitudes dropped sharply within days. In contrast, Group B contained genes related to both the inflammation and the adaptive immune system. 

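Of the 8 genes shown in Fig. 7A that could be tested, 8 rose, 0 fell and 0 did not pass (the same counts adjusted over the list alone) at 1 day. The study chose these genes on the same samples, so that their counts are not independent evidence. The chemokine Cxcl2, which attracts neutrophils, rose by 6.33 (SE 0.46) at 1 day, Cxcl1, a close relative, by 5.27 (SE 0.44), and the cytokine Lif by 3.72 (SE 0.25). The effect at 3 days was lower than that at 1 day by a tested difference of -4.45 for Cxcl2 (adjusted p = 1.1e-04) and -2.96 for Cxcl1 (adjusted p = 0.0028). Over the Fig. 7A genes the median difference between 3 days and 1 day was -2.06 (fry, adjusted p = 1.8e-04, and 0.072 by camera with an estimated correlation). Cxcl1 still had 2.31 (SE 0.44) at 3 days, and Lif 2.04 (SE 0.25). At 3 weeks 3 rose, 0 fell and 5 did not pass (the same counts adjusted over the list alone).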

The up-regulation was not as strong as it was in Group A, but the elevated expression levels were sustained for at least 1 week before returning toward baseline levels. 

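Of the 7 genes shown in Fig. 7B that could be tested, 7 rose, 0 fell and 0 did not pass at 1 day, 7, 0 and 0 at 3 days, 7, 0 and 0 at 1 week and 3, 0 and 4 at 3 weeks, with the same counts adjusted over the list alone. The study chose these genes on the same samples, so that their counts are not independent evidence. Klrd1, a receptor of NK cells, had log2 fold changes of 2.47 (SE 0.33) at 1 day, 2.46 (SE 0.33) at 3 days and 2.44 (SE 0.33) at 1 week. Rac2, a small GTPase of blood cells, had 1.71 (SE 0.21), 1.91 (SE 0.21) and 2.08 (SE 0.21) at the same times. Between 1 week and 1 day the median difference of the Fig. 7B genes was 0.37 (fry, adjusted p = 0.57), and between 3 weeks and 1 week it was -0.86 (adjusted p = 0.030, and 0.59 by camera with an estimated correlation). At 3 weeks Klrd1 had 1.57 (SE 0.33) and Rac2 0.78 (SE 0.21), the latter under 2-fold.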

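Of 35 DNA replication genes, 20 rose, 0 fell and 15 did not pass at 1 day, 21, 0 and 14 at 3 days, 4, 0 and 31 at 1 week and 0, 0 and 35 at 3 weeks, with the same counts adjusted over the list alone. Cdt1, which licenses origins of replication, had a log2 fold change of 3.39 (SE 0.21) at 1 day and 3.06 (SE 0.21) at 3 days. Mcm5, a subunit of the replicative helicase, had 3.37 (SE 0.29) and 3.11 (SE 0.29), and Pole, the catalytic subunit of DNA polymerase epsilon, 2.51 (SE 0.35) and 2.78 (SE 0.35). At 1 week Cdt1 had 1.88 (SE 0.21). The median difference of this list between 3 days and 1 day was 0.04 (fry, adjusted p = 0.91), and between 1 week and 1 day it was -0.85 (adjusted p = 6.5e-04, and 0.22 by camera with an estimated correlation). None was called by limma at 3 weeks, with 6 higher and 1 lower at an unadjusted p under 0.05.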

Group C mostly represented DNA replication and repair pathways, while Group D was mostly involved in cell cycles. 

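Of 46 mitosis genes, 19 rose, 1 fell and 26 did not pass at 1 day, 42, 0 and 4 at 3 days and 39, 1 and 6 at 1 week, with the same counts adjusted over the list alone. Hmmr, a protein of the mitotic spindle, had a log2 fold change of 5.62 (SE 0.33) at 3 days and the checkpoint kinase Bub1 5.01 (SE 0.31). Ccnb2, a cyclin of mitosis, rose by 4.91 (SE 0.22) at 3 days, higher than at 1 day by a tested difference of 5.24 (adjusted p = 7.2e-10). The same difference was 4.30 for the kinase Plk1 and 4.25 for the phosphatase Cdc25c (adjusted p = 7.2e-07 and 7.8e-09). The median difference of the whole list between 3 days and 1 day was 2.34 (fry, adjusted p = 6.9e-08), and between 1 week and 3 days it was -1.42 (adjusted p = 2.6e-04). Neither difference passed by camera with an estimated correlation (adjusted p = 0.051 and 0.19). At 3 weeks 0 rose, 2 fell and 44 did not pass (the same counts adjusted over the list alone), and the 2 that fell were Kif4 with -2.19 (SE 0.26) and Anln, an actin-binding protein also made by oligodendrocytes, with -1.28 (SE 0.20).

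**Figure D3:**
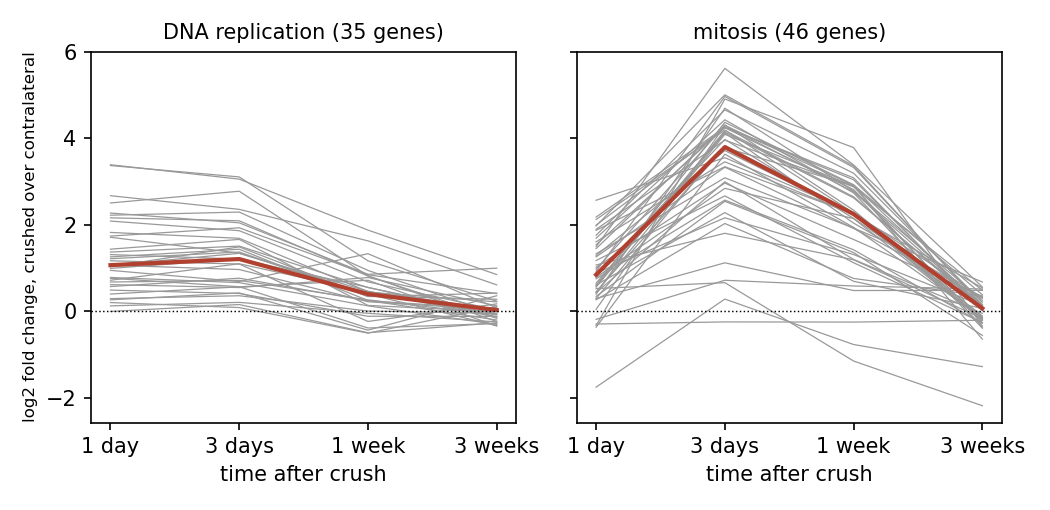
Log2 fold change of crushed over contralateral ONHs at 1 day, 3 days, 1 week and 3 weeks for 35 DNA replication genes and 46 mitosis genes, with a grey line for each gene and a red line for the median. The median of the mitosis genes is higher at 3 days than at 1 day, and that of the DNA replication genes is about level between these times.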

Compared to Group C, genes in Group D had more delayed onset, but stronger amplitudes. Groups E and F were turned on even later in the response process. 

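Of the 7 genes shown in Fig. 7E, 0 rose, 0 fell and 7 did not pass at 1 day, 5, 0 and 2 at 3 days, 6, 0 and 1 at 1 week and 2, 0 and 5 at 3 weeks, with the same counts adjusted over the list alone. Of the 6 shown in Fig. 7F, 0 rose, 1 fell and 5 did not pass at 1 day, 2, 0 and 4 at 3 days, 6, 0 and 0 at 1 week and 4, 0 and 2 at 3 weeks, with the same counts adjusted over the list alone. The study chose both sets on the same samples, and their counts are not independent evidence. Cd36, a scavenger receptor, had a log2 fold change of 0.26 (SE 0.38) at 1 day and 1.70 (SE 0.38) at 1 week. The growth factor Igf1 had 0.27 (SE 0.22) at 1 day, 2.41 (SE 0.22) at 3 days, 3.01 (SE 0.22) at 1 week and 2.35 (SE 0.22) at 3 weeks. Hgf had 2.59 (SE 0.19) at 1 week and 2.33 (SE 0.19) at 3 weeks. The median difference between 1 week and 1 day was 1.05 for the Fig. 7E genes and 2.72 for the Fig. 7F genes (fry, adjusted p = 2.9e-05 and 4.9e-08, and 0.21 and 0.090 by camera with an estimated correlation).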

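Of 39 lysosomal genes, 3 rose, 0 fell and 36 did not pass at 1 day, 7, 0 and 32 at 3 days, 8, 0 and 31 at 1 week and 3, 0 and 36 at 3 weeks, with the same counts adjusted over the list alone (at 1 week fry, adjusted p = 2.0e-05, and 0.22 by camera with an estimated correlation). At an unadjusted p under 0.05 limma had 7 higher and 19 lower at 1 day and 26 and 1 at 1 week, and the median difference of the list between these times was 0.58 (fry, adjusted p = 5.3e-05, and 0.21 by camera with an estimated correlation). Gla, a galactosidase of lysosomes, had a log2 fold change of 1.78 (SE 0.20) at 1 week and Galns, which degrades sulfated sugars, 1.63 (SE 0.22). Gpnmb, a glycoprotein of phagocytes and pigment cells, rose by 1.72 (SE 0.21) at 1 week. Among matrix genes Col5a2, a chain of type V collagen, had 1.82 (SE 0.15) and Postn, which encodes periostin, 1.60 (SE 0.23) at 1 week.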

Genes in these two groups appeared to be involved in debris cleaning and tissue reconstruction. Groups G and H were the only two down-regulated groups. 

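Beyond the genes of Fig. 7, some markers of meningeal fibroblasts and of pericytes and smooth muscle fell at 1 day. Of 14 markers of meningeal fibroblasts, 0 rose, 6 fell and 8 did not pass (the same counts adjusted over the list alone), with -2.64 (SE 0.17) for the matrix protein Omd. Of 11 markers of pericytes and smooth muscle, 0 rose, 5 fell and 6 did not pass (the same counts adjusted over the list alone), with -3.02 (SE 0.32) for the actin-binding protein Cnn1. Of 12 markers of pigment cells, 0 rose, 4 fell and 8 did not pass (0 up and 3 down adjusted over the list alone), with -2.35 (SE 0.69) for Rpe65, the isomerase of the retinal pigment epithelium. As a list the pigment cell markers did not pass, and their mean log2 level ran from 7.85 to 11.11 between contralateral samples of that time. The call of Rpe65 was lost without replicate 5, which left -1.98. Photoreceptors and skeletal muscle lie beside the ONH. None of 17 photoreceptor markers was called by limma at 1 day (0 higher and 0 lower at an unadjusted p under 0.05), and of 10 skeletal muscle markers 1 rose, 1 fell and 8 did not pass (1 up and 0 down adjusted over the list alone). Of 22 axon transcripts, 1 rose, 1 fell and 20 did not pass at 1 day, 3, 3 and 16 at 3 days, 1, 9 and 12 at 1 week and 0, 9 and 13 at 3 weeks, with the same counts adjusted over the list alone except 0 up and 11 down at 3 weeks, and Nefh had 0.14 (SE 0.31) at 1 day, -1.78 (SE 0.31) at 3 days and -4.78 (SE 0.31) at 3 weeks. Fry adjusted p for one direction were 0.0027 for axon transcripts at 1 week and, at 1 day, 5.9e-09 for meningeal, 1.7e-05 for pericyte and 0.059 for pigment cell markers. The median difference of the axon transcripts between 1 week and 1 day was -0.92 and did not pass (fry, adjusted p = 0.088). With an estimated correlation between genes camera passed none of these 4 lists (adjusted p = 0.45, 0.17, 0.35 and 0.75).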

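Bmp5 had a log2 fold change of -1.82 (SE 0.34) at 1 day, 2.07 (SE 0.34) at 1 week and 2.68 (SE 0.34) at 3 weeks. Ccn5, a secreted growth regulator, had 0.54 (SE 0.31) at 1 day and 3.78 (SE 0.31) at 3 weeks, and Itgbl1, a protein related to the integrins, fell with -2.29 (SE 0.21) at 1 day. Of the 7 genes shown in Fig. 7G, 0 rose, 5 fell and 2 did not pass at 1 day and 7, 0 and 0 at 3 weeks, with the same counts adjusted over the list alone. The study chose these genes on the same samples, so that their counts are not independent evidence. Between 3 weeks and 1 day their median difference was 3.32 (fry, adjusted p = 2.3e-09, and 0.039 by camera with an estimated correlation). The effect of Bmp5 was higher at 3 weeks than at 1 day by 4.49 (adjusted p = 6.6e-07). When a gene was represented by the mean of its probe sets, the fall of Bmp5 at 1 day was under 2-fold. Among all probe sets 51 were down at 1 day and up at 3 weeks.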

Genes in Group G were not enriched in any particular pathways, but they had interesting patterns with an inverse from a down-regulation at 1 day to an up-regulation at 3 weeks. Genes in Group H were enriched in metabolism and biosynthesis. They had a sharp drop in expression levels immediately after crush, and then either remained at low levels or returned close to the resting levels.

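Of 29 genes of glutathione and drug metabolism, 0 rose, 14 fell and 15 did not pass at 1 day and 1, 1 and 27 at 3 weeks, with the same counts adjusted over the list alone. The median difference of the list between these times was 1.04 (fry, adjusted p = 2.5e-07, and 0.096 by camera with an estimated correlation). The cytochrome Cyp2e1 had -2.90 (SE 0.47) at 1 day and the monooxygenase Fmo2 -2.76 (SE 0.39). Most calls in cholesterol synthesis came later, while many of the genes were already lower at 1 day. At an unadjusted p under 0.05 limma had 11 of 19 lower and 1 higher at 1 day. These counts were 16 and 1 at 3 days and 18 and 0 at 1 week. Of 19 genes, 0 rose, 1 fell and 18 did not pass at 1 day and 0, 9 and 10 at 1 week, with the same counts adjusted over the list alone. The median difference was -0.74 (fry, adjusted p = 3.6e-05, and 0.21 by camera with an estimated correlation). At 1 week Lss, which forms lanosterol, had -2.03 (SE 0.14) and Idi1, an isomerase early in the pathway, -1.62 (SE 0.13).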

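Of the 7 genes shown in Fig. 7H, 0 rose, 6 fell and 1 did not pass at 1 day, 0, 1 and 6 at 3 days, 0, 1 and 6 at 1 week and 0, 0 and 7 at 3 weeks, with the same counts adjusted over the list alone. The study chose these genes on the same samples, so that their counts are not independent evidence. Myl9, a myosin light chain of smooth muscle, fell with -2.69 (SE 0.17) at 1 day and had -0.66 (SE 0.17) at 3 weeks, and Cldn10, a claudin of tight junctions, fell with -2.43 (SE 0.45) and had -0.81 (SE 0.45). Efnb3, an ephrin, had -2.20 (SE 0.22) at 1 day and -1.44 (SE 0.22) at 1 week. The median difference of the Fig. 7H genes between 3 weeks and 1 day was 1.39 (fry, adjusted p = 1.5e-07, and 0.096 by camera with an estimated correlation). None was called by limma at 3 weeks, with 0 higher and 2 lower at an unadjusted p under 0.05.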

In summary, genes involved in the innate immune system and the DNA repair mechanisms were among the first responders to the crush injury. They were soon followed by inflammation, adaptive immune system, and cell proliferation. Debris removal and tissue reconstruction began within 1 week after crush and could last for more than 3 weeks.

In the above approach, genes in the same pathway but responding with different time courses were split into different groups, e.g. cell cycle and chemokine signaling pathway were enriched in multiple groups. We performed additional Functional Annotation Analysis using all the 2056 probe sets that were differentially expressed at any time point after the injury. 

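Genes of mitosis, DNA replication, matrix and leukocytes were compared with all other genes tested. With camera at a preset correlation between genes, 118 of 215 tests of a list at a time passed, and 4 passed with an estimated correlation. These 4 were the mitosis genes and the Fig. 7D genes at 3 days, the Fig. 9A genes at 3 days and the Fig. 7G genes at 3 weeks. The study chose the genes of these figures on the same samples, so that their tests are not independent evidence. The mitosis genes had a median log2 fold change of 3.80 at 3 days and the DNA replication genes 1.21. For the matrix genes the median was 0.37 and for chemokines and acute cytokines 1.44, with members in both directions.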

Cell proliferation, extracellular matrix-receptor interaction, and the inflammation and immune responses were the most enriched KEGG pathways (Table 3). Similar results were obtained with GenMAPP pathways (Table 4).

**Table 3:** List of the most enriched KEGG pathways and their enrichment p-values.

KEGG pathways	P-Value
Cytokine-cytokine receptor interaction	3.40E-09
Chemokine signaling pathway	9.00E-06
ECM-receptor interaction	1.50E-05
DNA replication	1.00E-04
Cell cycle	1.30E-04
Primary immunodeficiency	6.00E-04
Hematopoietic cell lineage	7.90E-04
Toll-like receptor signaling pathway	1.60E-03
p53 signaling pathway	2.20E-03
NOD-like receptor signaling pathway	2.80E-03

The analysis was based on all the 2056 probe sets that were differentially expressed from 1 day to 3 weeks after crush.

**Table 4:** List of the most enriched GenMAPP pathways and their enrichment p-values.

GenMAPP pathways	P-value
Matrix metalloproteinases	4.6E-05
DNA replication reactome	5.9E-05
Inflammatory response pathway	1.3E-04
Cell cycle	1.6E-04
TGF beta signaling pathway	2.4E-04
G1 to S cell cycle reactome	4.0E-04
Calcium regulation in cardiac cells	5.8E-04
Cholesterol biosynthesis	6.1E-04

The analysis was based on all the 2056 probe sets that were differentially expressed from 1 day to 3 weeks after crush.

### The Proliferating Cells were Microglia/macrophages

As described above, DNA replication genes and cell cycle genes were among the most up-regulated genes after optic nerve crush. 

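Of the 7 Fig. 7C genes, 7 rose, 0 fell and 0 did not pass at 1 day, 7, 0 and 0 at 3 days, 1, 0 and 6 at 1 week and 0, 0 and 7 at 3 weeks, with the same counts adjusted over the list alone. Of the 7 Fig. 7D genes that could be tested, 3 rose, 0 fell and 4 did not pass at 1 day, 7, 0 and 0 at 3 days, 7, 0 and 0 at 1 week and 0, 0 and 7 at 3 weeks, with the same counts adjusted over the list alone. The study chose both sets on the same samples, and their counts are not independent evidence. Mcm2, a helicase subunit, had a log2 fold change of 2.09 (SE 0.16) at 1 day and 1.86 (SE 0.16) at 3 days, and Rfc3, a subunit of the clamp loader, 1.71 (SE 0.21) at 1 day. The cyclin Ccna2, which acts from DNA replication into mitosis, had 2.18 (SE 0.32) at 1 day and 3.04 (SE 0.32) at 1 week, and its kinase Cdk1 1.90 (SE 0.24) and 2.88 (SE 0.24). Adjusted p at 1 day were 2.6e-09 for Mcm2, 8.2e-06 for Ccna2 and 1.5e-06 for Cdk1.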

To find out the identity of the proliferating cells, daily intraperitoneal injections of BrdU were given to the mice starting immediately after crush and lasting for up to 1 week. This duration was chosen because the up-regulation of the genes only lasted for up to 1 week. The mice were sacrificed at various time points and the optic nerve was stained with antibody against BrdU (Fig. 8). BrdU-IR was not detectable in the contralateral control optic nerve at any time point, indicating absence of proliferation under normal conditions. BrdU-IR was already present in many cells in the crushed nerve 2 days after injury, and a lot more BrdU-IR positive cells were detected at later time points. This confirmed that the proliferation indeed started soon after the injury and lasted for at least 1 week. These proliferating cells were distributed throughout the length of the optic nerve both proximal and distal to the crush site, but the highest density was observed right at the crush site.

**Figure 8:**
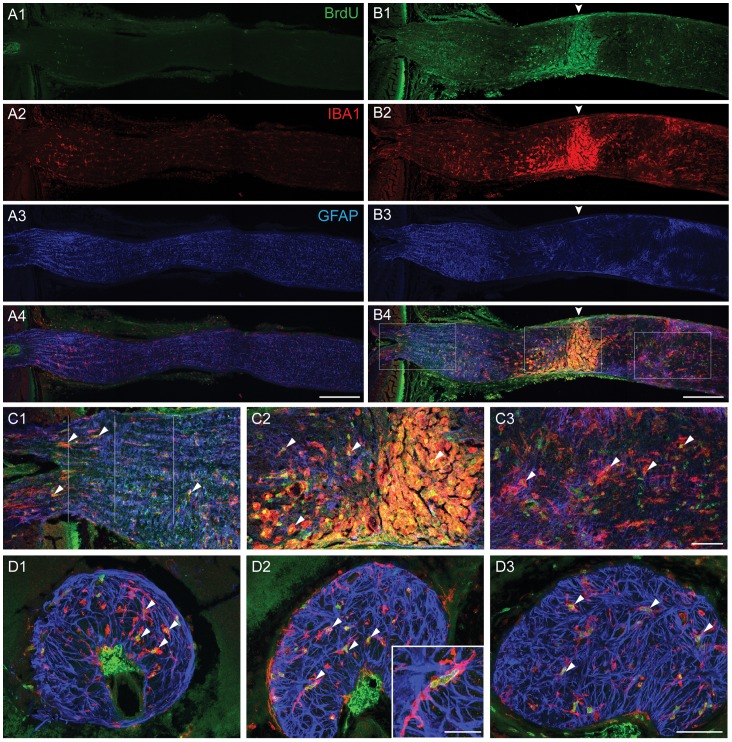
Microglia/macrophages proliferated after crush injury. Immunohistochemistry against BrdU, IBA1 and GFAP were performed in longitudinally sectioned optic nerves. A1–4. Contralateral control, no BrdU-IR was detected. B1–4. 1 week after crush, BrdU-IR colocalized with IBA1-IR. Arrowheads point at the crush site. C1–3. Magnified views of the three outlined regions in B4. C1 is the ONH, C2 is the crush site, and C3 is distal optic nerve. D1–3. Transvers sections of the ONH at the three locations indicated in C1. D1 is pre-lamina, D2 is the glial lamina, and D3 is post-lamina. Arrowheads in C1–3 and D1–3 point at colocalized BrdU-IR and IBA1-IR. The insert in D2 shows one microglia/macrophage with elongated BrdU-IR positive nuclei, indicating active cell division. Scale bars are 200 microns in A and B, 50 microns in C and D, and 20 microns in D2 insert.

Most of the BrdU-IR localized to the nuclei of the IBA1-IR positive cells. Some of these nuclei appeared to be elongated suggesting active cell division. Rarely there were BrdU-labeled nuclei that did not colocalize with IBA1-IR. Based on the MBP-IR, oligodendrocytes did not regenerate at any time points. Astrocytes indeed started repopulating the GFAP-free zone at around 1 week, and some BrdU-IR appeared to colocalize with GFAP-IR. But due to the overlapping of the GFAP-IR from neighboring astrocytes, it was not possible to identify individual astrocytes and to locate their nuclei. Thus it remained inconclusive whether the repopulation was mediated by astrocyte proliferation, by migration of astrocytes from other regions, or both. It should be noted that the vast majority of the BrdU labeled cells were clearly identified as microglia/macrophages, the unidentified BrdU-IR positive cells were very rare events (Fig. 8).

### Genes Involved in Tissue Remodeling were Up-regulated

We previously reported that mouse ONH astrocytes go through a two-stage morphological remodeling after optic nerve crush [6]. This changes the architecture of the ONH. 

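Thbs1, thrombospondin 1, had the largest change of the matrix genes at 1 day, with a log2 fold change of 3.59 (SE 0.38). The laminin chains Lama1 and Lama2 had -2.80 (SE 0.38) and -1.73 (SE 0.19), and Bcan, the proteoglycan brevican, -2.03 (SE 0.21). Of 37 extracellular matrix genes, 3 rose, 7 fell and 27 did not pass at 1 day, 7, 1 and 29 at 3 days, 12, 3 and 22 at 1 week and 3, 0 and 34 at 3 weeks, with the same counts adjusted over the list alone except 3 up and 1 down at 3 weeks. The median difference of the list between 1 week and 1 day was 0.56 (fry, adjusted p = 4.1e-04, and 0.26 by camera with an estimated correlation). At 1 week Col8a1, a short-chain collagen, had 1.69 (SE 0.21).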

The extracellular matrix-receptor interaction pathway was among the most regulated pathways after crush (Table 3 and 4), supporting our previous findings. Quantitative RT-PCR confirmed the up-regulation of many genes involved in tissue remodeling, such as matrix metallopeptidase 9 (*Mmp9*), tissue inhibitor of metalloproteinase 1 (*Timp1*), laminin beta 1 (*Lamb1*), tenascin c (*Tnc*) and thrombospondin 1 (*Thbs1*) (Fig. 9).

**Figure 9:**
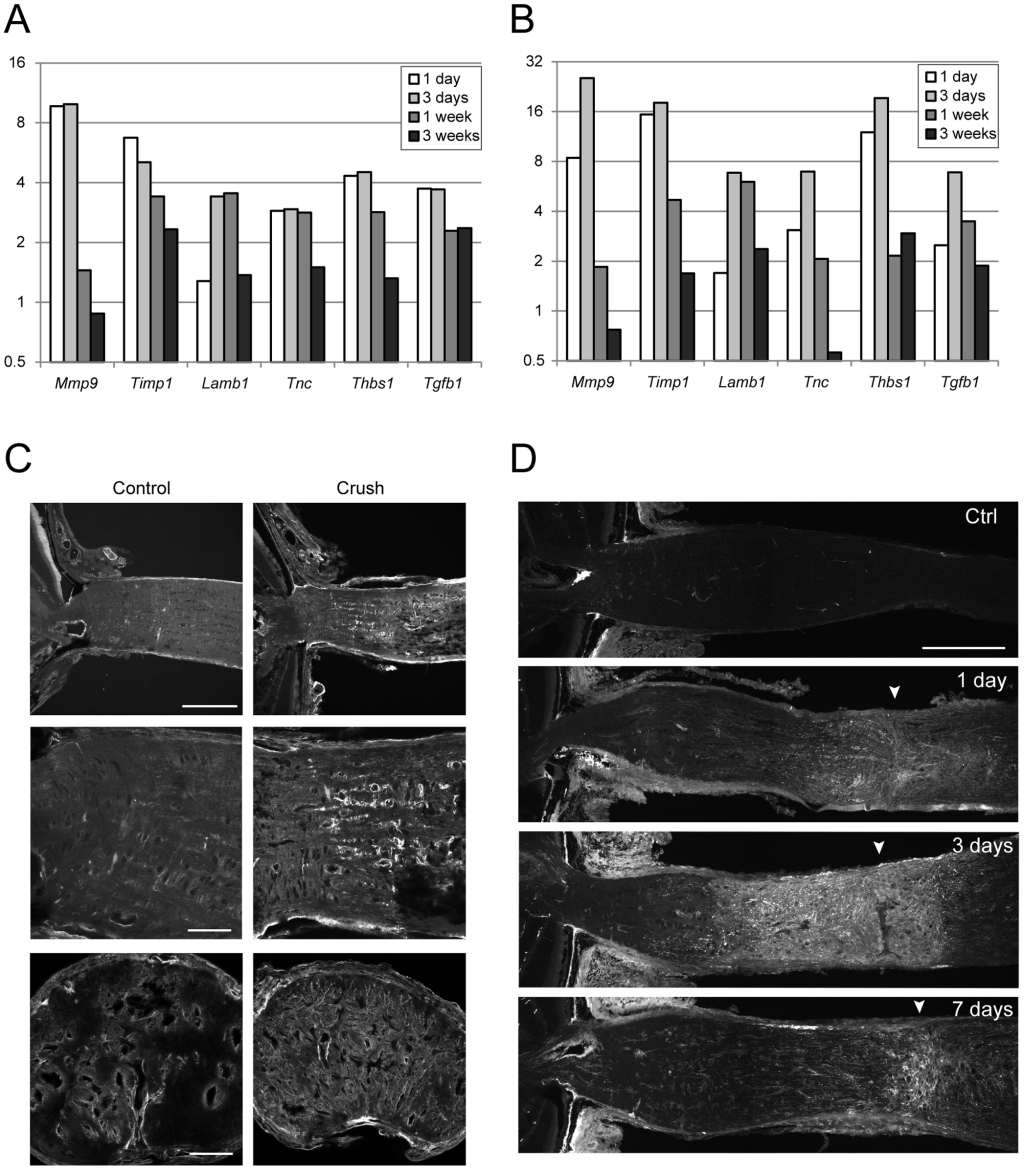
The up-regulation of tissue remodeling genes. A. Microarray data of the mRNA levels in crushed eyes normalized to the contralateral control eyes. B. qRT-PCR confirmation of the results in A. C. TNC protein levels increased in ONH at 3 days after crush. Images show the longitudinal sections at low magnification (first row, scale bar 200 microns) and at high magnification (second row, scale bar 50 microns), and the transvers sections through the unmyelinated glial lamina (bottom row, scale bar 50 mcirons). D. THBS1 protein levels peaked at 3 days after crush (scale bar 200 microns).

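Of the 6 genes shown in Fig. 9A, 5 rose, 0 fell and 1 did not pass at 1 day, 6, 0 and 0 at 3 days, 5, 0 and 1 at 1 week and 2, 0 and 4 at 3 weeks, with the same counts adjusted over the list alone. The study chose these genes on the same samples, so that their counts are not independent evidence. Timp1 had log2 fold changes of 2.75 (SE 0.12) at 1 day, 2.34 (SE 0.12) at 3 days and 1.79 (SE 0.12) at 1 week. Thbs1 had 3.47 (SE 0.38) at 3 days and 2.11 (SE 0.38) at 1 week. The laminin chain Lamb1 had 0.31 (SE 0.16) at 1 day and 1.35 (SE 0.16) at 3 days, and the growth factor Tgfb1 1.89 (SE 0.23) and 1.90 (SE 0.23).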

We also performed immunohistochemistry against TNC and THBS1 and confirmed the increase in their protein levels after optic nerve crush (Fig. 9 C&D). TNC can interact with extracellular matrix protein membrane receptors such as integrin, which regulates cell adhesion, migration, and proliferation. THBS1 is a matricellular protein that plays important roles in tissue genesis and repair. It interacts with cytokines, growth factors, matrix components, membrane receptors, and extracellular proteases, thus regulates inflammation, proliferation, and migration. THBS1 is a potent activator for anti-inflammatory transforming growth factor beta 1 (TGFB1), which was also up-regulated during the same time frame (Fig. 8). We hypothesized that THBS1 functioned through TGFB1 to keep inflammation in check and thus maintain homeostasis. However, to our surprise, the ganglion cell survival rate in THBS1 knockout mice was not significantly different from the C57BL/6 mice (Figure 10).

**Figure 10:**
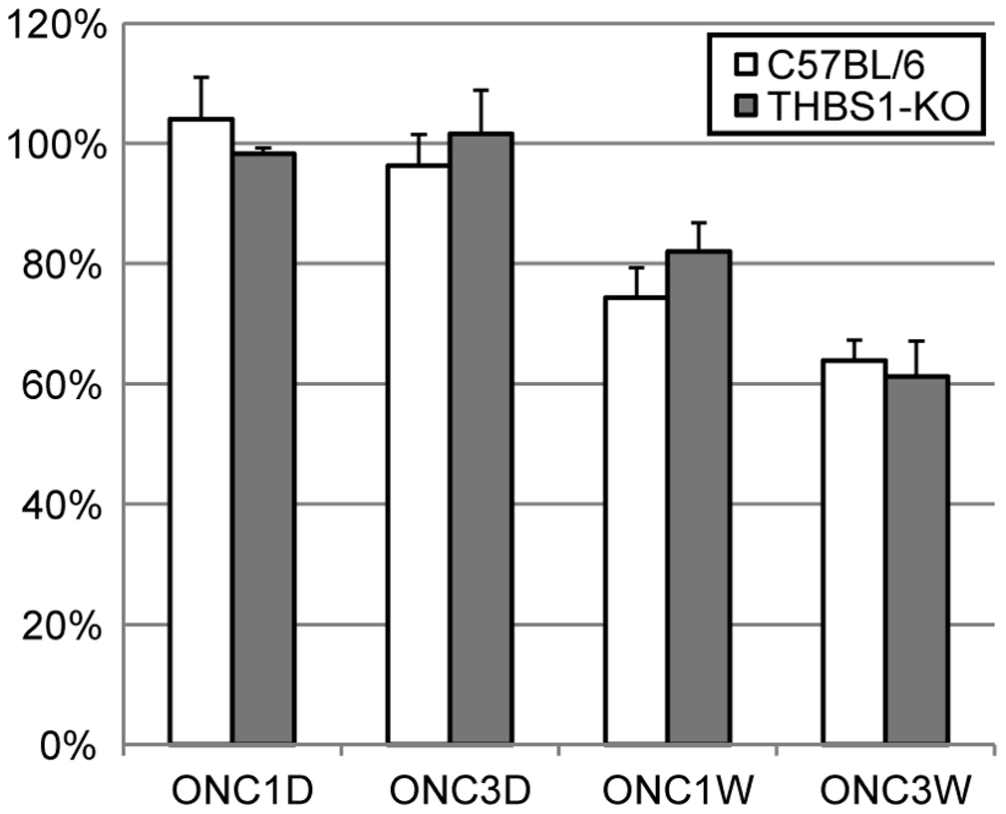
Ganglion cell survival after optic nerve crush in thrombospondin-1 knock out mice. Cells in the ganglion cell layer were counted in mid-periphery with the nuclear dye To-Pro1. Differences in cell survival between C57bl/6 and the thrombospondin-1 knock-out mice were not significant.

### The Heterogeneity of the Glial Population at the ONH and the Investigation of Cell Specific Responses

Our microarray data reflected molecular responses of a mixed population of glial cells against crush injury. To further understand the functions of each cell type, gene profiles of purer populations of each cell type would be necessary. One way to achieve this is to perform single-cell RT-PCR using acutely dissociated ONH glial cells. We performed a proof-of-principle study using GFAPpr-tomato mice to investigate the expression of *Tnc* in selectively collect ONH astrocytes. Under normal conditions, dissociated astrocytes could be easily distinguished from the other ONH cells based on their morphology. After optic nerve crush, however, the astrocytes often retracted their processes and became unidentifiable *in vitro*. In the GFAPpr-tomato mice, astrocytes express a red fluorescent protein that aids the identification of astrocytes after dissociation (Fig. 11A). *Gfap*, but not *Mbp* or *CD45*, was detected in all the collected single cells, further confirming the identity of the cells as astrocytes. *Tnc* was undetectable in astrocytes isolated from control ONHs, but became highly expressed after crush (Fig. 11B). This indicated that it was possible to use single-cell RT-PCR to investigate gene expression changes in specific cell types.

**Figure 11:**
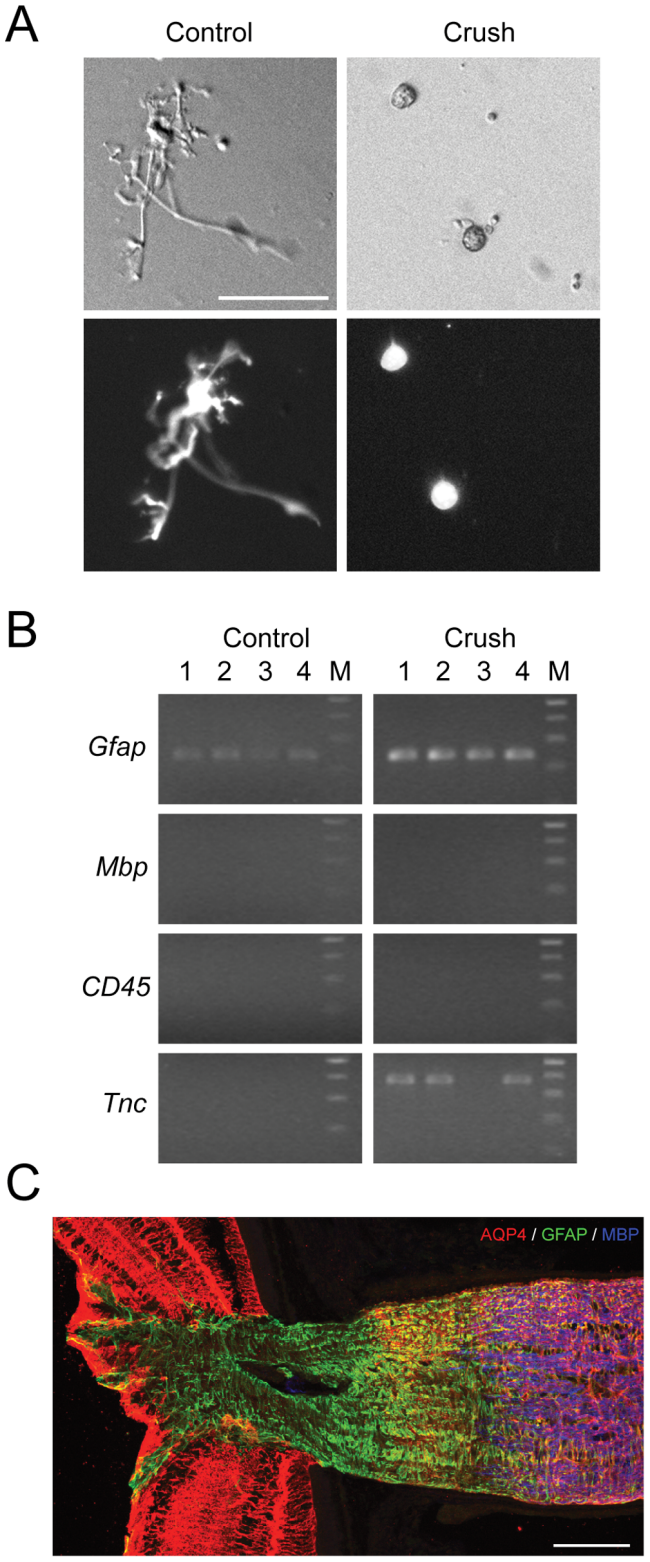
The heterogeneity of the glia cells at the ONH and the investigation of cell specific responses. A. Acutely dissociated ONH astrocytes from the crushed and the contralateral control eyes were collected for single-cell PCR. Astrocytes were identified based on the morphology and the expression of tomato marker (bottom row). B. Agarose gel showing results of single-cell RT-PCR. Presence of astrocyte marker (*Gfap*) and absence of microglia marker (*CD45*) and oligodendrocyte marker (*Mbp*) confirmed the identity of the cells as astrocytes. *Tnc* was not detectable in control astrocytes, but was highly expressed in most of the astrocytes after crush. C. Astrocyte marker AQP4 was expressed in the myelinated optic nerve, in the distal region of the ONH and in the retina, but not in the astrocytes in the proximal section of the ONH. Scale bar, 100 microns.

As we have described, our samples of the ONH and myelination transition zone included astrocytes, microglia and oligodendrocytes. It is possible, however, that the heterogeneity was actually greater than that. For example, AQP4 is a commonly used astrocyte marker, but a closer look at the AQP4-IR at the ONH revealed that not all the astrocytes at the ONH expressed AQP4 (Fig. 11C). While the astrocytes located in the myelinated optic nerve and in the distal half of the unmyelinated glial lamina strongly expressed AQP4, the astrocytes located in the proximal half (closest to the retina) of the unmyelinated glial lamina did not express AQP4 at all. Interestingly, the AQP4-IR free zone was only restricted to the proximal glial lamina, the astrocytes and the Müller glial cells in the retina both expressed AQP4. What caused this phenomenon was unclear. It was also unclear whether this indicated that the astrocytes at the proximal ONH were of a unique subtype. The function of AQP4 as a water channel and its intriguing expression pattern at the ONH may make it relevant in glaucoma.

### Reactive Gliosis in Different Injuries– Optic Nerve Crush vs. Glaucoma

DBA/2J mice spontaneously develop elevated intraocular pressure and retinal ganglion cell loss as they age, which closely mimics glaucoma. The age of onset and the severity of the phenotype vary greatly and some eyes may remain normal throughout the lifetime. We collected ONHs from 16–20 months old D2.hGFAPpr-EGFP mice to compare the molecular profiles of the reactive gliosis in glaucoma to the crush model. The eyes were divided to three categories – no glaucoma, moderate glaucoma and severe glaucoma – based on the SMI32-IR in the retina and the axon morphology in the optic nerve. Eyes in the no glaucoma category had normal SMI32-IR and healthy optic nerve that were not different from wild type mice. Eyes that had moderate glaucoma exhibited sectorial loss of SMI32-IR in the retina and 10–40% axon loss in the optic nerve. Eyes with severe glaucoma had lost more than half of the SMI32-IR and the axons.

Similar to the reactive gliosis after optic nerve crush, glaucomatous ONHs also up-regulated the inflammation and cell proliferation genes (Fig. 12A), that suggested shared common mechanisms in these two injuries. However, many of the membrane channels and cell adhesion molecules responded very differently. For example, *Aqp4*, astrotactin 1 (*Astn1*), contactin 1 (*Cntn1*), and gap junction protein alpha 1 (*Gja1*) were down-regulated after optic nerve crush, but were up-regulated in glaucoma. This suggested that the remodeling of the astrocytes at the ONH may be quite different in different injury models. 

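After the crush, Aqp4 had log2 fold changes of -0.77 (SE 0.12) at 3 days and -0.48 (SE 0.12) at 1 week. Astn1, a neuronal adhesion protein, had -2.53 (SE 0.22) at 1 day and -0.48 (SE 0.22) at 3 weeks, and Cntn1, a cell adhesion molecule of axons and glia, -2.27 (SE 0.26) and -0.46 (SE 0.26). The brightest probe set of Gja1, the connexin 43 of astrocytes, had -0.41 (SE 0.08) at 1 day with an adjusted p of 2.4e-04, under 2-fold. Another Gja1 probe set, with a mean intensity of 719, was called with -1.38 at 1 day and -1.06 at 3 days. Adjusted p at 1 day were 9.9e-09 for Astn1 and 3.5e-07 for Cntn1.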

We also checked the intermediate filament proteins that were traditionally used as astrocyte markers (*Gfap*, nestin, and vimentin) and a newly discovered astrocyte marker (integrin beta 5). The only difference between the two models was that vimentin was increased in glaucoma but showed no change after nerve crush. Thus, we observed both similarities and differences in molecule profiles of reactive gliosis in the ONH in two different injury models.

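The intermediate filament gene Vim, vimentin, had a log2 fold change of -0.09 (SE 0.06) at 1 day, 0.01 (SE 0.06) at 3 days, -0.06 (SE 0.06) at 1 week and -0.07 (SE 0.06) at 3 weeks after the crush. Nes, nestin, had 0.02 (SE 0.18), -0.01 (SE 0.18), -0.93 (SE 0.18) and -0.63 (SE 0.18) at the same times. The integrin chain Itgb5 had -0.66 (SE 0.15), 0.56 (SE 0.15), 0.93 (SE 0.15) and 0.80 (SE 0.15). Adjusted p at 3 days were 0.89 for Vim, 0.98 for Nes and 0.0044 for Itgb5, and at 1 week 3.0e-04 for Nes and 3.7e-05 for Itgb5, so that no change reached 2-fold.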

**Figure 12:**
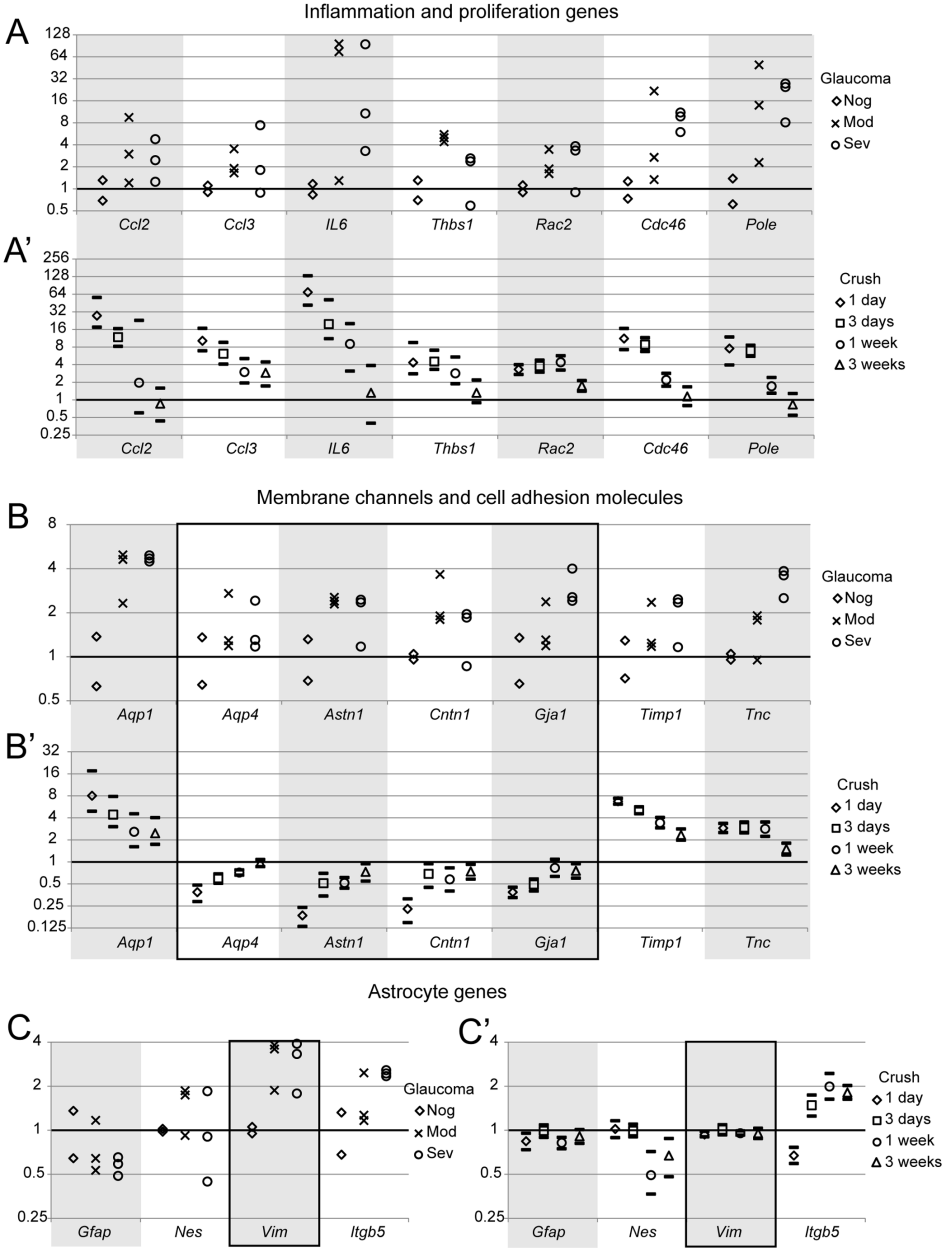
Comparison of gene expression levels between ONHs in D2.hGFAPpr-EGFP mice (A, B and C) and ONHs after crush (A’, B’ and C’). Gene expression levels in the D2 mice were determined by qRT-PCR. Each independent sample contained 3–4 ONHs with the same retina and optic nerve grades. There were total 2 no glaucoma (Nog), 3 moderate glaucoma (Mod) and 3 severe glaucoma (Sev) samples. The expression levels of each gene were normalized to the mean of the no glaucoma samples. Gene expression levels after crush were from the microarray data and the expression levels of the crushed eyes were normalized to the contralateral controls. Results were presented as mean with 90% lower and upper confidence bounds. Many genes showed similar responses after these two injuries. The genes that had different responses were highlighted with black frames.

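Of the 18 genes shown in Fig. 12, 10 rose, 3 fell and 5 did not pass at 1 day, 10, 1 and 7 at 3 days, 8, 0 and 10 at 1 week and 3, 0 and 15 at 3 weeks, with the same counts adjusted over the list alone. The water channel gene Aqp1 had a log2 fold change of 1.46 (SE 0.41) at 3 weeks and Ccl3 still had 1.47 (SE 0.29), while Timp1 was the only other one called up at that time. The call of Aqp1 was lost without replicate 4, which left 1.15. The study chose these genes, and their counts are not independent evidence.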

## Discussion

In our study, we had two main questions: first, what is the time course of molecular events after a traumatic injury to the optic nerve that leads to axon degeneration and glial reactivity, and second, do the astrocytes (and other glial cells) return to a resting stage after injury or do they remain in a “reactive” state?

The transcriptome of the ONH after nerve crush showed profound changes, especially shortly after injury. Over 1300 genes were differentially expressed one day after injury. The numbers of differentially regulated genes then dropped continuously over the time of our study. Clustering of the differentially regulated genes revealed that the changes pass over the ONH in waves. The first wave (Groups A and B in Figure 6) consists of genes that are involved in inflammation and immune regulation. For example, the chemokines *Ccl2*, *Ccl3*, and *Ccl5* were prominently upregulated (Group A). These chemokines can be produced by activated astrocytes [31], and are expected to attract multiple leukocyte subtypes [32], [33]. Also upregulated were the proinflammatory cytokines *IL1b* and *IL6*. 

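Ccl2, which attracts monocytes, rose by 4.97 (SE 0.54) on the log2 scale at 1 day and 3.51 (SE 0.54) at 3 days. Ccl3 rose by 3.40 (SE 0.29) and 2.68 (SE 0.29) and Ccl5, a chemokine of T cells, by 3.09 (SE 0.30) at 1 day. Each rise was seen in 5 of 5 pairs. Not every chemokine rose, since Cxcl13, which attracts B cells, fell with -3.44 (SE 0.55) at 3 days.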

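Il1b rose by 5.08 (SE 0.37) on the log2 scale at 1 day and 3.12 (SE 0.37) at 3 days, and Il6 by 5.05 (SE 0.26) and 2.90 (SE 0.26). The effect at 3 days was lower than that at 1 day by a tested difference of -2.15 for Il6 (adjusted p = 5.0e-04) and -1.96 for Il1b (adjusted p = 0.014). Both rose in 5 of 5 pairs at 1 day.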

Group B also contained genes that reacted within one day, but stayed elevated for longer time than the genes in group A. Amongst the pathways identified in this group was Fc gamma receptor mediated phagocytosis. Astrocytes have been described to be phagocytically active both *in vitro* and *in vivo* [34], [35], [36]; however, the low-affinity Fc Receptors IIb and III, upregulated early in our study, were not found to be expressed in purified astrocytes in a recent study [20]. Therefore, it is likely that the upregulation of this pathway reflects the increased phagocytotic activity of microglia. 

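Fcgr2b, the inhibitory Fc receptor, had a log2 fold change of 1.29 (SE 0.13) at 1 day and 1.38 (SE 0.13) at 1 week. Fcgr3, an activating receptor, had 1.21 (SE 0.16) and 1.51 (SE 0.16). Adjusted p at 1 day were 5.0e-08 and 2.8e-06. Was, the actin regulator of blood cells, rose by 2.16 (SE 0.26) at 1 day and the kinase Syk by 2.12 (SE 0.24) at 3 days.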

As a component of the innate immune system, Toll-like receptors (TLRs), play a role in inflammation of the central nervous system [37]. A total of 10 TLRs have been identified in mice, and microglia express the full complement of them. Astrocytes, too, can express TLRs, though their repertoire is more restricted [38]. In our study, we found TLR 1, 4, 6, 7, and 8 to be upregulated after optic nerve crush. They reacted early (Groups A and B) and had returned to baseline by three weeks. Of these, astrocytes can express at least TLR4 [39]. In addition to these genes, we found evidence of tissue remodeling that started by the first day after optic nerve crush. 

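Tlr1 had a log2 fold change of 1.78 (SE 0.25) at 1 day, 2.28 (SE 0.25) at 1 week and 1.16 (SE 0.25) at 3 weeks, the last with an adjusted p of 0.0023 and under 2-fold without the pairs rich in muscle transcripts, an alternative chosen after the data were seen. Tlr6 rose by 1.43 (SE 0.27) at 1 day. The endosomal receptors Tlr7 and Tlr8 had 0.73 (SE 0.27) and 0.52 (SE 0.22) at 1 day and rose by 2.61 (SE 0.27) and 2.53 (SE 0.22) at 1 week. Tlr4, the receptor of lipopolysaccharide, had 0.47 (SE 0.11) at 1 day with an adjusted p of 0.0016, under 2-fold, while its dimmer probe set, with a mean intensity of 326, was called up with 1.76 at 1 day and 1.24 at 1 week. Of 8 Toll-like receptors, 5 rose, 0 fell and 3 did not pass at 1 week and 1, 0 and 7 at 3 weeks, with the same counts adjusted over the list alone.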

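Mmp9, a gelatinase of leukocytes and glia, rose by 3.40 (SE 0.40) on the log2 scale at 1 day, and the collagenase Mmp13 by 3.55 (SE 0.53). Mmp10 had 1.89 (SE 0.46) and Mmp12 2.78 (SE 0.39) at 1 day, with adjusted p of 0.0015 and 4.6e-06. Mmp3 rose by 5.67 (SE 0.50) and the neutrophil collagenase Mmp8 by 3.20 (SE 0.50). Of 19 matrix metallopeptidases and their inhibitors, 9 rose, 4 fell and 6 did not pass (the same counts adjusted over the list alone) at 1 day.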

Several matrix metallopeptidases were upregulated at that time point, such as *Mmp9*, *Mmp10*, *Mmp12*, and *Mmp13*. *Mmp9* is secreted in astrocytes and neurons, and is upregulated upon stimulation of TLR4 [40].

Partially overlapping in expression pattern with Groups A and B, we found a cluster of genes that was upregulated one day after injury and returned to baseline with every consecutive time point and had returned to baseline by 3 weeks. Prominent in this Group C were genes involved in DNA replication and cell cycle. With a short delay, a second wave of gene upregulation happened in the optic nerve that peaked 3 days after crush, and returned to baseline by 3 weeks (Group D). In this group, cell cycle genes were highly represented. Interestingly, in a model of ocular hypertension genes involved in cell cycle and proliferation were also found to be upregulated [17]. This indicates that cell proliferation plays a role in the reactive changes that happen in the optic nerve after various kinds of injury. We labeled the proliferating cells with BrdU, and found that they were positive for IBA1 staining. As IBA1 does not distinguish between microglia and macrophages that invade the optic nerve from the bloodstream, the proliferating cells could be of either type. Also in Group C was tenascin C, an extracellular glycoprotein that has been implicated in reactive astrocytosis. This gene was expressed in reactive astrocytes in our analysis (Figure 11). 

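Tnc had a log2 fold change of 1.54 (SE 0.13) at 1 day, 1.56 (SE 0.13) at 3 days, 1.46 (SE 0.13) at 1 week and 0.57 (SE 0.13) at 3 weeks, with adjusted p of 1.2e-08 at 3 days and 0.0036 at 3 weeks.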

Tenascin C was also found to be upregulated in optic nerves of patients with open-angle glaucoma and in a rat ocular hypertension model, suggesting that tenascin C expression in the optic nerve may be an useful marker of glaucomatous damage [17], [41].

A third wave of gene expression changes was identified that peaked one week after injury (Groups E and F), and returned to baseline by 3 weeks (Group E) or stayed moderately elevated (Group F). The pathways differentially regulated in these groups were indicative of tissue remodeling and clearance of debris. For example, genes involved in lysosomal pathways, such as cathepsin B and E, acid phosphatase 5, and lysosomal acid lipase A were upregulated. 

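Acp5, an acid phosphatase of macrophages, rose by 3.00 (SE 0.41) on the log2 scale at 1 day and 4.31 (SE 0.41) at 1 week, and Ctse, cathepsin E, by 2.25 (SE 0.20) at 3 days. The rise of Ctse was under 2-fold when probe sets that may match other transcripts were left out. Lipa rose by 1.48 (SE 0.14) at 1 week. Ctsb had 0.30 (SE 0.05) at 3 days and 0.30 (SE 0.05) at 1 week, under 2-fold, with an adjusted p of 1.9e-04 at 1 week. Another Ctsb probe set, with a mean intensity of 2494, was called up with 1.27 at 3 days and 1.61 at 1 week. A further one, with a mean intensity of 2691, was called up with 1.06 at 1 week. At 3 weeks Acp5 still had 2.86 (SE 0.41).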

Ongoing tissue remodeling was evidenced by the upregulation of genes involved in extracellular matrix-receptor interaction.

The fourth wave of differentially regulated genes (Group G) comprised genes that were either at baseline or downregulated one day after crush, and increased in expression through the third week. Although functional annotation did not identify enriched pathways in this group, genes in this group are of potential interest because their upregulation coincides with the morphological normalization of optic nerve astrocytes >14 days after injury [6]. Two transcription factors, *Klf5* and *Tfcp2l1*, are representatives of this group. 

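Klf5 had a log2 fold change of -0.05 (SE 0.16) at 1 day, 0.79 (SE 0.16) at 1 week and 1.44 (SE 0.16) at 3 weeks, while Tfcp2l1 fell at 1 day, had -1.53 (SE 0.28) at 3 days and -0.67 (SE 0.28) at 1 week and rose by 1.69 (SE 0.28) at 3 weeks. The effect at 3 weeks was higher than that at 1 day by 1.49 for Klf5 and 3.70 for Tfcp2l1 (adjusted p = 3.4e-05 and 8.9e-07, limma). A gene was also represented by the mean of its probe sets. The falls of Tfcp2l1 at 1 day and 3 days and its rise at 3 weeks were then under 2-fold. The other Tfcp2l1 probe sets had mean intensities of 3.84 and 9.01, below the floor on intensities, and were not tested. Averaging with such dim probe sets shrinks a fold change, so this alternative cannot decide whether the calls of Tfcp2l1 hold.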

Klf5 is one of the kruppel-like transcription factors expressed in embryonic stem cells and is involved in early embryogenesis. Recently, it has been found to be expressed in granular and pyramidal cells of the hippocampus [42] and retinal ganglion cells [43], and in astrocytes after ischemic insult to the brain [7]. *Tfcp2l1* (transcription factor cp2-like 1) is required for the formation of ephithelial ducts [44], and was expressed by cultured and mature astrocytes, but not neurons or oligodendrocytes [20]. The possible involvement of these transcription factors in astrocyte recovery after injury is a topic for further study.

Lastly, Group H contained genes that were consistently downregulated after optic nerve crush. This group contained several oligodendrocyte-specific genes, such as myelin basic protein, oligodendrocyte transcription factors 1 and 2, and myelin-associated glycoprotein. 

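Olig1 fell with -2.24 (SE 0.25) on the log2 scale at 1 day, and Olig2 had -1.76 (SE 0.25) at 1 day, -1.66 (SE 0.25) at 1 week and -1.27 (SE 0.25) at 3 weeks. Of 8 markers of oligodendrocyte precursors, 1 rose, 3 fell and 4 did not pass (the same counts adjusted over the list alone) at 1 day. The proteoglycan Cspg5 fell with -2.62 (SE 0.23), while Vcan, versican, had 1.15 (SE 0.10). Adjusted p for Olig2 were 4.7e-06 at 1 day and 8.5e-04 at 3 weeks.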

Pathway analysis showed that some metabolic pathways (drug metabolism and steroid biosynthesis) are in this group. 

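Adh1 had -2.51 (SE 0.36) on the log2 scale at 1 day and the cytochrome Cyp2d22 -2.30 (SE 0.18). Of the glutathione transferases, Gstk1 had -1.64 (SE 0.07), Gstt1 -1.55 (SE 0.14) and Gstm7 -2.03 (SE 0.18) at 1 day. Cyp51, which removes a methyl group from lanosterol, had -0.10 (SE 0.10) at 1 day and -1.24 (SE 0.10) at 1 week.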

Examples for these genes were glutathione S-transferase kappa 1, mu 7, and theta 1, alcohol dehydrogenase 1, Cyp2d22, Cyp51, and 24-dehydrocholesterol reductase. In addition to these, though not associated to any specific pathway, several members of the solute carrier family were amongst these downregulated genes.

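Of 214 solute carriers tested, 34 fell and 10 rose at 1 day, 14 fell and 8 rose at 3 days, 14 fell and 16 rose at 1 week, and 5 fell and 14 rose at 3 weeks. At an unadjusted p under 0.05 limma had 79 lower and 50 higher at 1 day, 59 and 49 at 3 days, 60 and 56 at 1 week and 54 and 39 at 3 weeks. Slc6a13, a GABA transporter of the meninges, had a log2 fold change of -3.42 (SE 0.25) at 1 day. The organic anion transporter Slc22a6 had -3.21 (SE 0.29) and the amino acid transporter Slc38a5 -3.17 (SE 0.33), genes chosen after their values were seen. Slc2a5 and Slc5a5 fell at all 4 times.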

Three months after injury, the number of differentially expressed genes dropped to 127. Unsurprisingly, oligodendrocye marker genes like myelin basic protein, oligodendrocyte transcription factor 1, and myelin-associated glycoprotein remained downregulated, as did genes that presumably stem from axonal RNAs from ganglion cells, such as kinesin 2 and neurofilament 3. The transcription factors *Klf5* and *Tfcp2l1* were still upregulated at that time.

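At 3 months Klf5 had a log2 fold change of 1.66 (SE 0.28) and Tfcp2l1 2.47 (SE 0.42), both higher in 5 of 5 pairs, with adjusted p of 0.061 and 0.062. Neither passed in the reported model with the pairing of eyes, and both passed without the pairing. With the pairing kept, both passed with array weights, and Klf5 also after quantile normalization or a shift to a common median. Olig1 had -1.47 (SE 0.22). The paper gives no gene symbol for kinesin 2, and which gene is meant is not known here. The kinesin Kif5c had -2.51 (SE 0.24), while Kif2a with 0.02 (SE 0.11) and Kif3a with -0.19 (SE 0.17) did not pass. The calls of Olig1 and Kif5c are lost without pair 2, 3 or 4.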

The ONH is of particular interest in glaucoma, as it is believed to be the initial site of damage to the retinal ganglion cells in that disorder [11], [12], [15], [45], [46]. Studies of gene expression in models of ocular hypertension, human glaucoma, and an inherited model of glaucoma in mice have been carried out [17], [18], [29], [47]. Similar to what we observed after the optic nerve crush injury, genes involved in inflammation, cell proliferation and tissue remodeling are also upregulated in these experimental models of glaucoma.

It is noteworthy that there are differences in gene expression between different injury models and between injury to the brain parenchyma and the optic nerve. A recent study compared genomic analysis of mouse brain astrocytes after ischemic injury and LPS-mediated neuroinflammation and found that at least half of the observed changes differed between the two models [7]. We compared the lists of the 50 most upregulated genes under either of these two conditions with the genes differentially regulated in our model. In the case of ischemic injury, amongst those 50 genes, 14 were also found to be upregulated after optic nerve crush. For LPS-induced astrocyte reactivity compared to optic nerve crush, the number was only 6. In the optic nerve head, too, different types of injury affect different sets of genes. When restricting the comparison to mouse ONH, only 549 out of the 2056 gene probe sets that were differentially expressed after optic nerve crush were also differentially regulated in glaucomatous eyes [18]. This indicates that astrocyte reactivity is a heterogeneous process that depends on the nature of the injury and on the type of astrocyte.

Our results indicate that not only the type of injury but the time after injury will be important for therapeutic intervention. If the goal is acute modulation of the glial response, as in attempts to prevent possibly deleterious effects of the glial reaction, the initial window of opportunity may be the first three days, when blocking of chemokine receptors should prevent the influx of potentially harmful inflammatory cells. Such manipulations would have little likely benefit at later times. Conversely, a later attempt to reverse glial scarring would require recognizing that the glia in the weeks or months after a traumatic injury has returned to something approximating a resting state. Our findings are of course limited to glia of the optic nerve, but it is likely that analogous temporal shifts are present in other white matter tracts.

## Supporting Information

Table S1 **Quality control of RNA preparations and microarrays.** For each individual sample, the RNA concentration, yield, and RNA integrity number (RIN) is given. The median intensity for each individual array, the percentage of genes called present, and the percentages of array outliers and individual outliers are also listed.
(DOC) Click here for additional data file.

# Supplementary material for: The Time Course of Gene Expression during Reactive Gliosis in the Optic Nerve
**Source:** PLoS One. 2013 Jun 27;8(6):e67094. doi: 10.1371/journal.pone.0067094
**Supplement:** Table S1 — Quality control of RNA preparations and microarrays. For each individual sample, the RNA concentration, yield, and RNA integrity number (RIN) is given. The median intensity for each individual array, the percentage of genes called present, and the percentages of array outliers and individual outliers are also listed.

* Median Intensity before normalization.

Table S1. Quality control of RNA preparations and microarrays. For each individual sample, the RNA concentration, yield, and RNA integrity number (RIN) is given. The median intensity for each individual array, the percentage of genes called present, and the percentages of array outliers and individual outliers are also listed.

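The table lists the RNA yield, the RNA integrity number (RIN) and the share of probe sets called present for each sample. The mean RNA yield was higher in crushed than in contralateral ONHs from 3 days on. The tests below leave out the pairing of eyes and are not adjusted over the times, and a paired test was not run. At 1 week the mean yield was 234 ± 59.3 (SD, n = 5) in crushed and 89.8 ± 31.1 in contralateral samples, a ratio of 2.60 (two-sided exact permutation test without pairs, p = 0.0079, the smallest p that 5 samples against 5 allow). The ratio was 2.20 at 3 days, 1.85 at 3 weeks and 1.69 at 3 months (exact p = 0.048, 0.040 and 0.040). At 1 day it was 0.719 (exact p = 0.17). The arrays were normalized to a common intensity, so that the fold changes leave the yield out. Whether the higher yield of crushed ONHs contributes to the falls of transcripts from 3 days on was not tested. The RIN of every sample lay between 9.0 and 10. Naïve samples had 73.4 ± 1.35% of probe sets called present. Contralateral samples had more by 0.46 percentage points at 1 day, 3.90 at 3 days, 4.04 at 1 week and 2.78 at 3 weeks (exact p = 0.69, 0.040, 0.040 and 0.016).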

How the deposited data were processed for this re-analysis (not part of the article)

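Messenger RNA was measured on Affymetrix Mouse Genome 430A 2.0 arrays in the ONH of naïve mice and in crushed and contralateral ONHs at 1 day, 3 days, 1 week, 3 weeks and 3 months after the crush. Each of the 11 conditions had 5 biological replicates, and each replicate was a pool of 2 ONHs, which gave 55 arrays. The naïve samples and the times from 1 day to 3 weeks form a first batch of 45 arrays, and the samples at 3 months a second batch of 10.

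The deposited values are linear intensities, which the authors made in DChip with invariant set normalization and a PM/MM difference model that gives 1 intensity for each probe set and array. The table holds 22690 probe sets, of which 64 controls of the array maker were left out. None of the values is below 0 and the lowest is 0.53. The median intensity of every array is at least 459, too high for a log2 scale. The median intensity of an array lay between 459 and 554 in the first batch and between 494 and 598 in the second, and no further normalization between arrays was applied. Values were set to at least 20 before the log2 step, which touched 9.90% of them. A probe set was tested when at least 5 arrays of the model reached an intensity of 50. Signal over background limits what can be seen of dim genes, whose fold changes are understated by the floor, and the number of replicates limits the precision of all others.

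Crushed and contralateral ONHs were compared with limma 3.58.1 in R 4.3.3 (with data.table 1.17.8), by lmFit and eBayes with an intensity trend. The 40 crushed and contralateral arrays of the first batch entered one model with the pair of samples as a fixed block and a crush term for each time, so that the 4 times share one estimate of the spread. The 10 arrays at 3 months had a model of their own, and nothing was compared across batches. A probe set was called at a Benjamini-Hochberg adjusted p under 0.05, within a time, and at least a 2-fold change. Differences of the crush effect between times were tested as contrasts of the crush terms at the same thresholds. Naïve and contralateral samples were compared in an unpaired model of 25 arrays. Adjusted p without another name come from these models, and those of lists come from fry of the same package, adjusted over all lists of a comparison. Levels relative to baseline are intensities divided by the mean of the naïve and contralateral arrays of the first batch, with the SD over 5 samples.

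The 3 criteria of the study were also applied, to linear values and without a correction for multiple tests. These are a lower bound of the 90% confidence interval of the fold above 2, a difference of group means above 100 and the methods' t-test at a p under 0.05, paired for crushed against contralateral samples and unpaired for naïve ones. The bound was computed from the standard errors of the 2 group means in the manner of Fieller with a normal quantile of 1.64. The methods leave open how DChip forms this bound, and a one-sided bound with a quantile of 1.28 was an alternative. Arrays were clustered over the union of probe sets that met the criteria from 1 day to 3 weeks, each probe set standardized, with 1 minus the correlation as distance and average linkage. Figures were drawn in Python 3.11.15 with matplotlib 3.10.9.

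Gene lists were tested with camera at a correlation between genes of 0.01 and with fry for a shift in one direction, with 1 probe set for each gene. They hold textbook markers of astrocytes, microglia and macrophages, resting microglia, oligodendrocytes and their precursors, axons and ganglion cells, neutrophils, T and NK cells, B cells, endothelium, pericytes and smooth muscle, meningeal fibroblasts, photoreceptors, pigment cells, skeletal muscle and Schwann cells. Others hold chemokines and acute cytokines, DNA replication, mitosis, Fc receptor and leukocyte signalling, Toll-like receptors, lysosome, extracellular matrix, matrix metallopeptidases and inhibitors, cholesterol synthesis, glutathione and drug metabolism, MHC class I and class II, interferon-stimulated genes, reactive astrocyte genes as remembered from published sets, immediate early and stress genes, and hypoxia and glycolysis. The genes of Fig. 7, Fig. 9A and Fig. 12 and those named in the text were kept as lists of their own, since the study picked them. The marker lists describe the whole tissue and assign no transcript to a cell. Solute carriers and cadherins were counted as families by gene symbol.

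Of 22626 probe sets, 20380 carry 1 gene symbol, 691 carry several and 1555 carry none. The first kind names 12393 genes, and a gene with several such probe sets was represented by the one with the highest mean intensity over all arrays. For Ctsb, Mbp and Gja1 that probe set changed less than some dimmer ones, while for Igf1 at 1 week it did not. The choice can thus understate the change of a bright gene. Probe sets of one gene were called in opposite directions for Ece2, Enpp3 and St6galnac2 at 1 day, Ece2 at 3 days and Mbp at 1 week. The genes named in the text are every gene that the paper names for its arrays, at each time the 6 largest rises and the 6 largest falls among genes called and changed in the same direction in 5 of 5 pairs, and up to 4 members of a list with the largest changes among those called. Members named because they did not pass are those with the highest mean intensity. Values in the paper's text and tables count as seen, and exceptions are marked where they stand. The lists, the thresholds, the rule for named genes and the alternatives were set before the data were examined, apart from 2 alternatives named below.

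The pairing of crushed and contralateral samples comes from the paper, and samples of one time that carry the same replicate number were taken as a pair. Across probe sets, the deviations of the 2 members of a pair from the means of their conditions had correlations from -0.45 to 0.52. These exceeded 0.1 in 8 of 25 pairs, and the contralateral sample with the same number was the closest of 5 in 3 of 25, so that the values do not show the pairing by themselves. At 3 months all correlations were negative, from -0.45 to -0.04, and the sample with the same number was the closest in 0 of 5. Limma called 87 probe sets at that time with the pair block and 302 without it. Whether the negative correlations account for this was not tested.

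Alternatives for the models were no pair block, each time in a model of its own 10 arrays, quantile normalization, a shift of the arrays to a common median, floors of 1 and 50, no filter and a filter at an intensity of 100, no intensity trend, array weights, each pair of replicates left out in turn, no minimum fold, and the methods' t-test on the log2 values with and without Benjamini-Hochberg adjustment. A gene was also represented by the mean of its probe sets, or by the brightest one without a suffix for shared sequence. For the criteria of the study, alternatives were the one-sided bound, no bound, no minimum difference and each replicate left out. Camera was also run with an estimated correlation, and the clustering with centroid linkage and with all probe sets that were tested. For the levels relative to baseline, the contralateral samples of the same time were the other baseline. The 2 alternatives added after the data were seen are the photoreceptor level of each array as a covariate, and a model without the 6 pairs that hold an array rich in skeletal muscle transcripts, with a mean log2 level of the list above 6.9.

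The steps were tested on simulated data made from the control arrays. At 1 day limma called 99% of probe sets changed 4-fold and 58% of those changed 2-fold, whose estimate must also reach 2-fold (88% passed the adjusted p). At 3 months these shares were 86%, 33% and 49%. The criteria of the study called 96% and 91% of probe sets changed 4-fold at these times, and 6% and 5% of those changed 2-fold. Camera called 20 of 20 raised lists and 0 of 180 unchanged ones. In the real data it passed 118 of 215 list tests at the preset correlation and 4 with an estimated one. The simulated lists therefore cannot decide how many of the real list calls hold. The experiments of the paper with histology, cell counts and PCR are not analysed here. Trbc1, C3, Cdh19 and Ccnb1 have no probe set that names them alone and are not analysed here. A few genes that the rule for named genes would include are not reported here.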

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

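The tests of retinal tissue and of the crush as sources of the photoreceptor level, the 3 tests of the fifth crushed sample at 3 months, the tests of single arrays and of the naïve arrays at 3 weeks and the photoreceptor covariate were chosen after the result was seen.

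In some conditions 1 of the 5 samples stood far from the other 4 in the mean log2 level of a tissue list. The photoreceptor list stood at 11.64 in crushed sample 5 at 3 months (the others at 5.87 to 7.42), and the pigment cell list at 8.25 in crushed sample 2 at 1 week (others 9.48 to 9.77). Skeletal muscle transcripts stood at 7.98 in contralateral sample 1 at 1 day, 6.95 in contralateral sample 3 at 1 week, 9.12 in contralateral sample 2 at 3 weeks, 8.96 in contralateral sample 1 at 3 months and 11.67 in crushed sample 3 at 3 months, where the others of each group reached at most 6.61. Axon transcripts were high in contralateral sample 2 at 1 day with 10.00, in crushed sample 2 at 3 days with 10.17, in contralateral sample 4 at 1 week with 10.80 and in contralateral sample 1 at 3 months with 11.40.

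Single genes with a sample apart from the other 4 were also looked for among those with the largest changes, and the log2 levels of these samples follow. At 1 day they included Fosl1 with 5.02 in contralateral sample 4 and Adam8 with 9.59 in crushed sample 4. At 3 days they were Adam8 with 5.18 in contralateral sample 4, Serpinb2 with 6.56 in crushed sample 3 (others 10.11 to 10.43), Chil3 with 5.23 in contralateral sample 3 and Ntsr2 with 4.84 in crushed sample 5. At 1 week they were Cd5l with 8.53 and Apoc2 with 10.91 in crushed sample 3, Nefh with 9.20 in contralateral sample 5 and Rph3a with 4.70 in the crushed and 6.85 in the contralateral sample of pair 5. The other crushed samples of that time all lay at the floor for Rph3a, with 4.32. The mark on its crushed sample therefore follows from the floor. At 3 months crushed sample 5 held Sptbn4 with 10.83, Rph3a with 8.47, Kif4 with 8.76, Kif5a with 9.81 and Nefm with 7.07, and contralateral sample 1 held Lcn2 with 6.91, Nefm with 10.96 and Nefl with 12.45. Of 44 groups of list levels 11 held such a sample, and of 120 groups of single genes 20 did, where chance alone marks about 1 group in 20.

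The crush effect itself differed between times by limma, for 952 probe sets between 3 days and 1 day, 602 between 1 week and 3 days, 869 between 3 weeks and 1 week and 2473 between 3 weeks and 1 day. Chance can be excluded for each of these counts, since other splits of the same pairs between the 2 times called at most 94, 301, 210 and 447. The 602 became 230 without replicate 1 and 349 without replicate 3, and the 869 became 566 without replicate 1. Moreover, 51 probe sets were down at 1 day and up at 3 weeks, and 2 went the opposite way.

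Signals outside the genes that the paper discusses stood out in lists of cell markers. At 1 day 8 neutrophil markers were up and 6 markers of resting microglia were down. At 3 months 7 markers of T and NK cells were up when adjusted over the list alone, in a batch where, adjusted over all probe sets, limma calls 0 without pair 2, 3 or 4 (1776, 1500 and 2430 at an unadjusted p under 0.05).

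Photoreceptor transcripts varied strongly between arrays of one condition, and over the 55 arrays the intensity of Sag ranged from 27.2 to 17117, that of Gnat1 from 27.1 to 19367 and that of Pdc from 28.7 to 11573. The crush or the time after it does not set this level, since the list ranged over 6.10 log2 units among the 5 naïve arrays alone. The 17 genes of the list, none of which stands in another list, moved together with a median correlation of 0.937 between their deviations from the condition means, and retina carried into some samples is a candidate source. It does not account for the fall of axon transcripts at 3 weeks, where 11 genes of the axon list were called down with the photoreceptor level as a covariate against 9 without it. How much other retinal RNA, such as that of ganglion cells, came with it stays open.

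In pair 5 at 3 months the crushed sample kept axon transcripts, with an intensity of 899 for Kif5a, 433 for Kif4 and 3180 for Nrsn1, against at most 81.4, 26.8 and 476 in the other 4 crushed samples. A sample that is wholly contralateral under the wrong name is excluded, since all 13 probe sets called up without this pair were nearer the crushed mean of the other pairs, among them Lcn2 with 1167 and Ccn5 with 367. Of the 45 called down without it 31 were nearer the contralateral mean on the log2 scale. A mixture with contralateral tissue would raise axon and myelin transcripts alike. On the linear scale the share of contralateral tissue was 0.26 as a median over 15 axon transcripts and -0.22 over 6 oligodendrocyte markers, each at least 2-fold lower in the other 4 pairs. This argues against a mixture, but the latter share has an SD of 0.21 over the other 4 crushed samples, too wide to exclude it. Retinal tissue cannot be told apart from other sources, because the rise of these 45 probe sets was 1.87 log2 units, while their slope on the photoreceptor level in 10 earlier crushed arrays predicts 0.41 with an SE of 0.30, too wide to decide. Axons spared in 1 of the 2 pooled ONHs may also explain it, and this was not tested.

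Contralateral ONHs differed from naïve ones at 3 weeks in 129 probe sets by limma. No single array sets this difference, since leaving out 1 of the 10 arrays gave counts from 78 (contralateral sample 4) and 84 (naïve sample 3) to 199 (contralateral sample 1) and 282 (naïve sample 5), although without sample 2, 3, 4 or 5 of every condition 25, 66, 6 and 249 were called. Naïve arrays that stand apart from all contralateral ones are not the whole source, since over these 129 probe sets the earlier contralateral arrays, whose levels do not enter the difference at 3 weeks, differed from naïve in the same direction by a median of 0.34 log2 units (0.10 at 1 day, 0.30 at 3 days and 0.55 at 1 week), against 1.17 at 3 weeks. A part of the difference that comes from the naïve arrays stays open. Retinal tissue is no full explanation either, since 141 were called with the photoreceptor level as a covariate. A change with age or time after surgery may be the source, and so may the handling of the samples of that time, and neither was tested. In the paper's table of samples the contralateral ones of 3 weeks also had 2.78 percentage points more probe sets called present than naïve ones (exact p = 0.016). The count of called probe sets does not follow this shift, which was larger at 3 days and 1 week, with 3.90 and 4.04, where limma called 0 (1036 at an unadjusted p under 0.05) and 21.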

How the results depend on the processing

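The alternatives with the photoreceptor level as a covariate and without the pairs rich in muscle transcripts were chosen after the data were seen. Counts are called unmoved here when they stay within 1.5-fold of the reported count. No called gene that the text names reversed its direction under any alternative run, and every one listed could be run. In some counts the larger side, rises or falls, changed. By limma the 39 up and 48 down at 3 months became 176 and 126 without the pair block, 66 and 62 with a median shift, 16 and 10 without an intensity trend, 4 and 2 without a filter, 3 and 2 without replicate 1 and 274 and 180 with the methods' t-test at an unadjusted p under 0.05. At 1 day 1356 up and 1436 down became 1308 and 1285 without replicate 5, and at 3 weeks 455 and 338 became 2008 and 2332 with no minimum fold. By the criteria of the study 793 up and 662 down at 1 day became 1108 and 1112 without the bound, and 74 and 61 at 3 months became 42 and 67 without replicate 1. Against naïve ONHs 60 higher and 69 lower at 3 weeks became 73 and 69 without a filter, 73 and 58 without replicate 1 and 4 and 2 without replicate 4. There 11 higher and 10 lower at 1 week became 10 and 11 after quantile normalization, 10 and 12 both with a median shift and without an intensity trend, 12 and 13 without a filter, 9 and 21 without replicate 1 and 2 and 7 without replicate 2.

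The crush counts of limma from 1 day to 3 weeks were unmoved under all alternatives but these. With no minimum fold 10398, 7801, 8161 and 4340 probe sets changed at the 4 times and 14469 at any of them, since small changes then count. With the methods' t-test after Benjamini-Hochberg adjustment 277 changed at 3 weeks, and the cause was not tested. Leaving out the pair block moved no count except that at 3 months. The share of rises at 3 days was 75.0%, but 63.4% after quantile normalization and 62.2% after a shift to a common median, which moved the median fold change of all genes from 0.04 to -0.06 and -0.09 on the log2 scale.

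At 3 months the reported 87 became 302 without the pair block, 141 with array weights, 26 without an intensity trend, 6 without a filter, 51 with the photoreceptor covariate and 454 with the methods' t-test at an unadjusted p under 0.05. It became 0 with that t-test adjusted, and 0 by limma without the 2 pairs of this time that are rich in muscle transcripts (1260 at an unadjusted p under 0.05), where fewer samples remain. Leaving out 1 pair gave 0 to 58, again with fewer samples. The cause of the other changes was not tested.

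By the criteria of the study, dropping the confidence bound gave 2220, 1375, 1431, 606 and 336 probe sets at the 5 times and 3290 over the first 4, since a criterion is then missing. Dropping the minimum difference gave 236 at 3 months, and the other counts were unmoved, including all those with 1 pair left out.

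Counts between naïve and contralateral ONHs were unstable too. By limma the count at 1 day was 0 to 2 and at 3 days 0 to 11 when 1 replicate was left out, with 6 at 3 days without a filter. It was 4 to 30 at 1 week and 6 to 249 at 3 weeks with 1 replicate left out, and 75 with a floor of 50 and 77 with a filter at 100 at 3 weeks. By the criteria of the study the counts at 1 day, 3 days, 1 week and 3 weeks were 10, 8, 20 and 82 without the bound (120 in total) and 3, 40, 34 and 97 without the minimum difference (174 in total). With the one-sided bound they were 2 at 3 days, 18 at 3 weeks and 25 in total. Leaving out 1 replicate gave 1 to 11, 0 to 2, 3 to 7 and 3 to 33 at these times and 11 to 50 in total. The cause was not tested.

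Differences of the crush effect between times were unmoved except when 1 pair was left out, which gave 230 to 572 between 1 week and 3 days and 566 to 1113 between 3 weeks and 1 week. Camera called 118 of 215 list tests, 110 to 124 with any other setting of limma, and 4 with an estimated correlation between genes, where the cause was not tested. Against the contralateral samples of the same time instead of the common baseline, Gfap stood at 91.0% and Slc1a3 at 86.2% at 3 weeks, Cd68 at 298% at 3 weeks, Tnf at 302.0% at 1 day and Itgam at 211% at 3 days, and the other 55 levels moved by less than 1 SD. The 4 crushed times formed groups of their own with either linkage and with all tested probe sets, where the crushed arrays did not form one group.

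Of the called genes that the text and its rules name, 164 of 187 at 1 day, 125 of 174 at 3 days, 131 of 195 at 1 week, 46 of 103 at 3 weeks and 0 of 24 at 3 months kept their call under every alternative that leaves out no single replicate. The methods' t-test after adjustment lost 10, 20, 52, 55 and 24 of them. At 1 day the mean of the probe sets of a gene lost more, with 13, at 3 days the median shift did, with 22 (quantile normalization 15), and at 3 months the fit without a filter also lost 24. With each replicate left out in turn, 170, 149, 167 and 88 kept their call throughout at the first 4 times, and 0 of 22 at 3 months. Signal over background limits the dim genes, since the floor of 50 changed calls where intensities lie near it, and genes under the filter were not tested.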

Differences from the paper's values

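The tests of this part were set before the values were seen. Exceptions are the choice of which statements to list and the alternative without the pairs rich in muscle transcripts. The counts of probe sets at the thresholds of the study lay within 1.5-fold of the paper's for the crush at each time and for the union, and for naïve against contralateral ONHs at 1 day, at 1 week and in total. For contralateral against naïve ONHs at 3 days the paper's value is 0 and the count here 1. The count was 0 without replicate 1 and without replicate 4, while it stayed above 0 with the one-sided bound (2), without the bound (8), without the minimum difference (40) and without replicate 2 (1), 3 (1) or 5 (2). At 3 weeks the paper's value is 5 and the count here 9. It came within 1.5-fold of the paper's value without replicate 2 (4), while it did not with the one-sided bound (18), without the bound (82), without the minimum difference (97) and without replicate 1 (14), 3 (8), 4 (3) or 5 (33).

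The paper states that the crush left the contralateral eye without an effect. By limma, whose thresholds are not those of the study, 0 probe sets differed from naïve ONHs at 1 day and at 3 days, 21 at 1 week and 129 at 3 weeks (1268 and 1036 at an unadjusted p under 0.05 at the first 2 times). Without replicate 4 there were 2 at 1 day, and without replicate 1 there were 11 at 3 days. The 21 became 9 without replicate 2 and 4 without replicate 3, and the 129 became 25, 66, 6 and 249 without replicate 2, 3, 4 and 5. For the markers of Fig. 4 the paper gives a limit on how far controls stray from the baseline. Of 75 values 71 keep it, and Cd68, Tnf, Itgam and Aif1 each exceed it in 1 condition.

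The paper has the microglia markers of Fig. 4 near rest at 3 weeks. Of the 5, Tnf and Itgam did not differ by limma, Aif1 was raised at 202% of baseline and under 2-fold against the contralateral side, and Cd68 and Ptprc were called up at 219% and 197%. The call of Ptprc is lost without replicate 2 or 5, with either other scaling of the arrays, with the methods' t-test after adjustment and without the pairs rich in muscle transcripts, an alternative chosen after the data were seen. The paper names Mbp among the genes that fall, early and at 3 months. Of its 8 probe sets the brightest was under 2-fold at every time and in all 20 settings, while a dimmer one was called down at 1 day, 1 week and 3 months, and by the criteria of the study at 1 week and 3 months. Another dim one was called down from 1 day to 3 weeks, with -2.44 at 1 day, and by the criteria of the study at 1 day and 3 days. A further dim one was called up at 1 week. Mog, Mag, Olig1 and Olig2 were called down at 1 day and 1 week. For Gja1 5 of 6 probe sets were under 2-fold at 1 day, and the dimmest, with -1.38, was called by limma and by the criteria of the study, while Aqp4, Astn1 and Cntn1 fell as stated.

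Of the 5 Toll-like receptors that the paper names as raised early, Tlr1, Tlr6, Tlr7 and Tlr8 were called up at a time from 1 day to 1 week. Tlr4 was called at 1 day with the mean of its probe sets and, on its dimmer probe set, by limma and by the criteria of the study. The paper has them back at baseline by 3 weeks, and Tlr1 was still called up then, a call that is lost with the methods' t-test after adjustment and without the pairs rich in muscle transcripts. Of the 4 lysosomal genes named, Ctse, Acp5 and Lipa rose as stated. The brightest probe set of Ctsb stayed under 2-fold in all settings, and a dimmer one met limma and the criteria of the study at 3 days and 1 week. At 1 week its probe sets had 0.30, 0.83, 1.06 and 1.61 from the brightest to the dimmest, and limma called the last 2 of these up. The brightest probe set thus gave the smallest change for this gene. The paper has group E at baseline by 3 weeks, where Col5a2 and Cd22 of the 7 genes of Fig. 7E were still called up (both lost with the methods' t-test after adjustment, Col5a2 without replicate 3 and Cd22 without the pairs rich in muscle transcripts), and group H consistently down in one place and partly back near rest in another. Of the 7 genes of Fig. 7H limma called 1 down at 3 days, 1 at 1 week and 0 at 3 weeks, while 6, 5 and 2 were lower and 0 higher at an unadjusted p under 0.05.

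Of the genes that the paper names as changed at 3 months, Mag, Olig1, Gap43, Fcrls, Bmp5, Nefl and Nefm were called by limma. It also names the kinesin family and kinesin 2 without gene symbols, and which genes it means is not known here. Of the kinesins Kif5a, Kif5c and Kif4 were called, while Kif2a and Kif3a did not pass. The paired samples of this time were negatively correlated, with -0.45 to -0.04, and the reported model keeps the pair block. Not called were Igf1, Gdf5, Cdh1, Klf5, Tfcp2l1 and Nefh, and all 6 were called without the pair block and with the methods' t-test at an unadjusted p under 0.05. Array weights called 5 of them (not Igf1), a shift to a common median Gdf5, Cdh1 and Klf5, quantile normalization Klf5, a floor of 50 Gdf5, and leaving out replicate 5 Nefh. All of them but Klf5 met the criteria of the study, as did a dimmer probe set of Klf5, and the brightest one of Klf5 did so only without the bound. Mog, an oligodendrocyte marker of Fig. 4, was called at 3 months without the pair block and with the methods' t-test, and met the criteria only without the bound. The paper names spectrins as lower and cadherins as higher. Of the spectrins Sptbn4 was called down, while Sptan1 and Sptbn1 passed in no setting and not by the criteria. Of 14 cadherins 0 were called by limma (2 higher and 0 lower at an unadjusted p under 0.05).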

Other observations

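The tests of this part were set beforehand, while the alternative without the pairs rich in muscle transcripts and the gene Slc47a1 were chosen after the values were seen. Some immediate early and stress genes rose at 1 day. Of 28 such genes, 10 rose, 0 fell and 18 did not pass at 1 day, 8, 0 and 20 at 3 days, 4, 1 and 23 at 1 week and 3, 0 and 25 at 3 weeks, with the same counts adjusted over the list alone, and of 27 at 3 months 0 were called by limma (3 higher and 2 lower at an unadjusted p under 0.05). Between 1 week and 1 day the list had a median difference of -0.55 (fry, adjusted p = 6.9e-04, and 0.23 by camera with an estimated correlation). Fosl2, a partner of Fosl1 in AP-1, rose by 2.25 (SE 0.34) at 1 day on the log2 scale, with an adjusted p of 1.3e-05 and higher in 5 of 5 pairs. Egr2, a zinc finger transcription factor, had 2.06 (SE 0.30) at 1 day, 2.28 (SE 0.30) at 3 days, 2.21 (SE 0.30) at 1 week and 1.70 (SE 0.30) at 3 weeks, the last with an adjusted p of 3.8e-04. The heat shock gene Hspa1a had -1.27 (SE 0.24) at 1 week. Of 8 and 3 genes up at 3 days and 3 weeks, Fosl2 and Junb fall under 2-fold at 3 days with either other scaling of the arrays, and Junb at 3 weeks without the pairs rich in muscle transcripts. At 3 days Fosl2 is also lost without replicate 3 and with a floor of 50, and Junb without replicate 1.

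Genes that present antigen on MHC class I hardly moved. Of 10, 0 rose, 0 fell and 10 did not pass at 1 day, 0, 0 and 10 at 3 days, 0, 0 and 10 at 1 week and 0, 0 and 10 at 3 weeks, with the same counts adjusted over the list alone, and at 3 months 0 were called by limma as well. At an unadjusted p under 0.05 limma had 2 higher and 0 lower at 1 day, 0 and 0 at 3 days, 3 and 0 at 1 week, 1 and 0 at 3 weeks and 0 and 0 at 3 months. B2m, the shared light chain and the brightest of them, had -0.09 (SE 0.05) at 1 day and 0.02 (SE 0.05) at 1 week. The difference from the genes of MHC class II was not tested.

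Several other lists had few called genes, although some leaned to one side at an unadjusted p under 0.05. Of 16 endothelial markers, 2 rose, 1 fell and 13 did not pass at 1 day and 4, 0 and 12 at 3 days, with the same counts adjusted over the list alone, and at 1 week, 3 weeks and 3 months limma called 0 (1 higher and 2 lower, 2 and 4, and 1 and 1 at an unadjusted p under 0.05). At an unadjusted p under 0.05, 4 endothelial markers were higher and 7 lower at 1 day, and 10 and 1 at 3 days. Pecam1, an adhesion molecule of endothelium and leukocytes, had 1.09 (SE 0.18) at 1 day and 1.33 (SE 0.18) at 3 days, while Emcn, Esam and Tie1 at 3 days fall under 2-fold when the arrays are shifted to a common median. Of 21 genes of hypoxia and glycolysis, 1 rose, 1 fell and 19 did not pass at 1 day, 1, 1 and 19 at 3 days, 1, 1 and 19 at 1 week and 1, 0 and 20 at 3 weeks, with the same counts adjusted over the list alone. The carbonic anhydrase Car9 had 2.82 (SE 0.33) at 1 day and 1.41 (SE 0.33) at 1 week, and the vasodilator Adm -1.38 (SE 0.29) at 3 days and -1.71 (SE 0.29) at 1 week. At an unadjusted p under 0.05, 9 genes of hypoxia and glycolysis were higher and 4 lower at 1 day, and 3 and 7 at 3 days. These counts were 1 and 12 at 1 week and 2 and 8 at 3 weeks. At 3 months limma called 0 of 21 (0 higher and 9 lower at an unadjusted p under 0.05). The single rise at 3 weeks is again Car9, a call that is lost without replicate 1 or 4, without the pair block, with a floor of 50, with the methods' t-test after adjustment and without the pairs rich in muscle transcripts.

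Of 6 B cell markers, 0 rose, 1 fell and 5 did not pass at 1 day, 2, 0 and 4 at 3 days, 2, 0 and 4 at 1 week and 1, 0 and 5 at 3 weeks, with the same counts adjusted over the list alone, and at 3 months limma called 0 of 8 (0 higher and 0 lower at an unadjusted p under 0.05). Cd79b, a chain of the B cell receptor complex, had 1.76 (SE 0.26) at 3 days and 1.97 (SE 0.26) at 1 week, and the lectin Cd22 2.24 (SE 0.31) at 1 week. Cd22 at 3 days is called neither with either other scaling nor without replicate 4 or 5, and Ighm, the gene that fell at 1 day, is not called without replicate 2, after quantile normalization or with the mean of its probe sets. Of 6 Schwann cell markers, 1 rose, 1 fell and 4 did not pass at 1 day, 1, 1 and 4 at 3 days, 1, 2 and 3 at 1 week and 1, 0 and 5 at 3 weeks, with the same counts adjusted over the list alone, and at 3 months limma called 0 (0 higher and 2 lower at an unadjusted p under 0.05). The neurotrophin receptor Ngfr had -1.45 (SE 0.22) at 3 days, and its call at 1 week is lost without replicate 1 or 2, with the methods' t-test after adjustment and with the mean of its probe sets. Egr2, Mal and Sox10 of this list also stand in others.

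Of the genes named in the text of the paper, 14 rose, 16 fell and 32 did not pass of 62 tested at 1 day, 20, 7 and 35 at 3 days, 21, 13 and 28 at 1 week and 14, 10 and 38 at 3 weeks, with the same counts adjusted over the list alone. At 3 months 2 rose and 7 fell of 58 (9 up and 9 down adjusted over the list alone). Of 215 solute carriers 3 rose and 0 fell by limma at 3 months (24 higher and 15 lower at an unadjusted p under 0.05). Slc47a1, a transporter of organic cations, had -1.94 at 1 day, -2.54 at 3 days, 1.39 at 1 week and 2.58 at 3 weeks and was called at each time.

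Some lists differed between contralateral and naïve ONHs by fry. At 1 day the 4 tested genes of Fig. 7D were lower, with a median of -0.45 (adjusted p = 0.028, and 0.046 by camera with an estimated correlation), and at 1 week the DNA replication genes and the Fig. 7C genes were higher, with 0.18 and 0.28 (adjusted p = 0.020 and 0.040, and 0.79 for both by that camera test). Single genes of these 3 lists did not pass at these times. At 3 weeks, besides matrix and immediate early genes, 4 of 17 matrix metallopeptidases and inhibitors and 4 of 21 genes of hypoxia and glycolysis were lower at an adjusted p under 0.05, each with a fry adjusted p of 0.017, and 5 of 14 meningeal fibroblast markers were, with 0.026, and 1 of 7 Fig. 7H genes, with 0.050, and no gene of these 4 lists was higher at an adjusted p under 0.05 or called by limma. With camera and an estimated correlation none of the lists passed at 3 weeks, and the lowest adjusted p was 0.61.

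Other splits of the samples were run for each count. For the crush the eyes of a pair were swapped, and the 16 ways of doing so with 5 pairs are too few for a share under 0.05 at a single time. The real counts were 2792, 1698, 1880, 793 and 87 from 1 day to 3 months, and the highest of the other ways called 311, 717, 637, 190 and 0. The 87 became 5 without replicate 1 and 0 by limma without replicate 2, 3 or 4 (1776, 1500 and 2430 at an unadjusted p under 0.05). For the union of the first 4 times chance can be excluded, with 4010 against at most 2568 over 100 draws. Between naïve and contralateral ONHs the real counts at 1 day and 3 days were 0 by limma (1268 and 1036 at an unadjusted p under 0.05), which every split reaches, so that these times say nothing about chance, and other splits called up to 1 and 8. At 1 week chance cannot be excluded, since 5 of 100 splits of the 10 arrays, the real one included, called at least the real 21. The highest other split called 58, and the cause of this higher count was not tested. At 3 weeks chance can be excluded with 129, as 2 of 100 splits, the real one included, called as many. However, the other of these splits called 243, and the cause was not tested here either. Without replicate 2, 3, 4 and 5 the 129 became 25, 66, 6 and 249, and the 21 at 1 week became 9 without replicate 2 and 4 without replicate 3.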
